# Deletion of metal transporter Zip14 reduces major histocompatibility complex II expression in murine small intestinal epithelial cells

**DOI:** 10.1073/pnas.2422321121

**Published:** 2024-12-30

**Authors:** Felix R. Jimenez-Rondan, Courtney H. Ruggiero, Alberto Riva, Fahong Yu, Lauren S. Stafford, Tyler R. Cross, Joseph Larkin, Robert J. Cousins

**Keywords:** zinc, transport, intestinal immunity, epigenetic, Akkermansia

## Abstract

Documented worldwide, impaired immunity is a cardinal signature resulting from loss of dietary zinc, an essential micronutrient. A steady supply of zinc to meet cellular requirements is regulated by an array of zinc transporters. Deletion of the transporter Zip14 (Slc39a14) in mice produced intestinal inflammation. Elevated fecal lipocalin-2, calprotectin, IgG levels, and dysbiosis support the inflammatory phenotype. Here, we show through RNA-sequencing, using purified intestinal epithelial cells (IECs), that *Zip14* deletion produces markedly reduced expression of major histocompatibility complex class II (MHCII) molecules and the master MHCII transactivator (*Ciita*). qPCR, western analysis, and immunohistochemistry confirmed loss of MHCII. Spectrofluorimetry with zinc probe FluoZin-3 showed reduced labile zinc in IECs from knockout mice. Chromatin immunoprecipitation assays, using Ciita antibody and IEC chromatin, suggest decreased transcription accounts for depressed expression of specific MHCII genes. Assay for Transposase-Accessible Chromatin (ATAC) sequencing (ATAC-seq) demonstrated that *H2-Aa*, *H2-Ab1* and other MHCII genes result from chromatin remodeling yielding closed chromatin at regulatory regions of these genes. In agreement, ATAC-seq showed peak density of the chromosomal regulatory region of Ciita is consistent with down regulation of specific MHCII genes in IECs with *Zip14* loss. Finally, dietary zinc supplementation of knockout mice and zinc supplementation of intestinal organoids with *Zip14* deletion restored transcript levels. Taken together, our data suggest that cellular zinc delivery, via Zip14, is necessary for proper chromatin occupancy, required for normal MHCII expression and effective immune functions, and to preclude inflammatory disorders of the small intestine.

## Significance

Zinc deficiency can result in immune disorders of the intestinal tract in humans and domestic animals. Mechanisms responsible are unclear, as are those for responsiveness to zinc supplementation interventions. In vivo and in vitro experiments reported here, using purified intestinal epithelial cells and intestinal organoids, show that zinc withdrawal through genetic deletion of a zinc transporter produced an inflammatory phenotype and a reduction in the production of major histocompatibility complex proteins class II (MHCII) through transcriptional reprogramming of cellular chromatin. MHCII proteins are necessary for intestinal defense, such as food allergy and inflammatory disorders. We further showed that zinc supplementation in vivo and in vitro restored expression of specific MHCII genes to within normal levels.

Zinc is an essential micronutrient for all living organisms. In animals, a lack of dietary zinc is associated with growth stunting, infections, behavioral defects, and gastrointestinal disease, including endemic diarrhea and inflammation. These disorders have health implications worldwide (1, 2). Despite the well-defined structural, catalytic, and regulatory roles for zinc in biology, the underlying biochemical defects responsible for zinc-related disorders remain elusive (3).

For humans, intake of zinc from diets is highly variable. Fortunately, zinc metabolism is tightly controlled through homeostatic mechanisms. Key to the effectiveness of those mechanisms are the two protein families ZIP (SLC39A) and ZnT (SLC30A), composed of 23 proteins that contribute to cellular zinc transport (4, 5). Expression of these proteins is regulated by transcriptional and/or posttranslational processes. Some of the transporter genes respond to dietary zinc status and/or physiological stimuli. Our interest has focused on Zip14, a divalent metal transporter (Slc39a14) that is highly expressed in the small intestine and liver at steady state. Hepatic *Zip14* expression in mice is stimulated by proinflammatory mediators (6, 7), and ER stress (8). These events are accompanied by concurrent measurable changes in zinc transport, thus demonstrating that *Zip14* expression is physiologically regulated when cellular zinc needs must be augmented.

To evaluate a possible function for Zip14 in delivering zinc for cellular needs, we used a mouse strain with a whole-body *Zip14* ablation (*KO*). The phenotype for those mice includes increased intestinal permeability and inflammation (9). *Zip14* expression is very high in the proximal small intestine (9), where minimally digested food components are abundant. In order to focus more closely on the Zip14 phenotype in the small intestine, we developed a murine strain with an enterocyte-specific deletion of Zip14 (*Zip14*^*ΔIEC*^). Using intestinal epithelial cells (IECs) and intestinal organoids derived from that *Zip14*^*ΔIEC*^ strain, we showed altered transcription factor binding to regulatory regions of specific differentially expressed genes (DEGs) that could account for some of the demonstrated phenotype of *Zip14* deletion (10). We hypothesized that loss of Zip14-mediated zinc transport altered zinc-dependent HDAC (histone deacetylase) activity leading to differential expression of specific genes through an epigenetic mechanism.

Inflammatory gastrointestinal disorders are among the signatures of malfunctioning zinc metabolism in humans and domestic animals (11–22). Some of those have been reported as treatable with supplemental zinc. Here, we report RNA-sequencing (RNA-seq) and Assay for Transposase-Accessible Chromatin (ATAC) sequencing (ATAC-seq) experiments, using highly purified IECs, showed *Zip14* deletion led to a pronounced reduction in expression of major histocompatibility complex class II (MHCII) and Ciita, the master regulator required for MHCII expression (23). Our findings demonstrate that Zip14 is essential for transcriptional programming in intestinal epithelial cells needed for maximal immune defense processes, particularly those requiring MHCII expression. These results may explain how one mechanism of nutritional zinc deficiency contributes to defective intestinal immunity. The mechanism is zinc-responsive, therefore, selective zinc supplementation may aid in some intestinal disorders involving MHCII.

## Results

### Influence of Zip14 Deletion Results in Intestinal Inflammation and Dysbiosis.

Purity of the IEC preparations used was evaluated by FACS analysis. EpCAM+ cells represented 93% of the total cell population demonstrating high abundance of enterocytes (Fig. 1*A*). Only small amounts of CD45+ (2.6%), CD31+ (0.5%), TER-119+ (0.8%), and unmarked (3.1%) cells were detected. qPCR of RNA from the purified IECs substantiated the high abundance of enterocytes, based on FACS distribution (Fig. 1*B*). Specifically, there is greater abundance of EpCAM and lesser abundance of T cell marker, Cd31, in the IECs relative to expression of these transcripts in total intestine. Furthermore, relative Ct values from qPCR for EpCAM compared to 18S demonstrated there was a purification factor of >800% of the IEC preparation compared to total intestine. We also determined transcript abundances for other IEC-specific genes, i.e. *Lgr5*, *BML1*, *Alpi*, and *Akp3* relative to total intestine (*SI Appendix*, Fig. S1). Verification of the *Zip14* deletion in the IEC population was demonstrated with the lack of Zip14 mRNA and protein in tissue from the *KO* mice (Fig. 1*C*). In contrast, the *KO* mice had increased serum IL-6 concentrations as well as increased *IL-6* mRNA in IECs, suggestive of systemic and local inflammation (Fig. 1*D*). Inflammation markers, lipocalin-2 and calprotectin were increased in feces from *KO* mice, thus supporting intestinal inflammation as part of the Zip14 deficient phenotype (Fig. 1*E*). This conclusion is supported by the increased IgG levels without IgA changes in feces of the *KO* mice compared to the *WT* mice (Fig. 1*F* and *SI Appendix*, Fig. S2). *Zip14* ablation produced marked dysbiosis, based on 16S rRNA sequencing of fecal extracts (P<0.05). Specifically, the greater relative abundance of *Lactobacillus*_johnsonii species in *WT* mice feces was absent in feces from the *KO* mice (Fig. 1*G*). In contrast, Akkermansia_muniniphila was very abundant in feces from the *KO* mice, but was absent in feces from *WT* mice (Fig. 1*G*). A Shannon Plot shows the marked alpha diversity in fecal microbial species between the two genotypes (Fig. 1*G*). Commensal microbiota distribution and plots demonstrated wide differences between *WT* and *KO* samples (*SI Appendix*, Fig. S3 and Table S1).

**Fig. 1.**
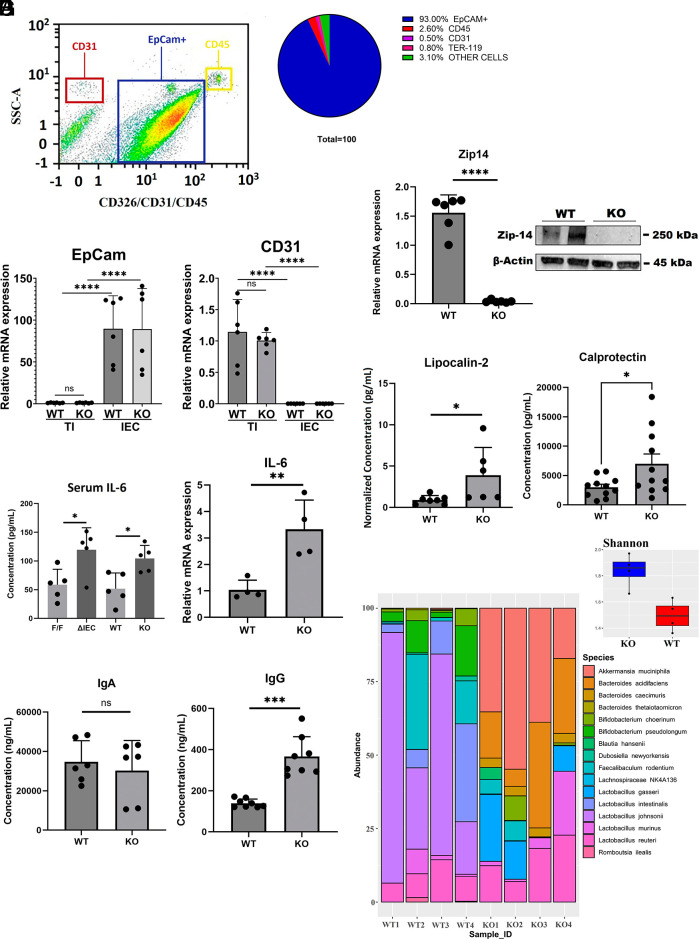
Inflammatory phenotype of enterocytes produced through *Zip14* ablation. (*A*) Representative flow plots of EpCAM+ with minimal CD31 and CD45 in purified Intestinal epithelial cells (IECs) from proximal small intestine obtained by flow cytometry (*Left*) with pie chart summary (*Right*). (*B*) Relative abundance of *EpCAM* and *CD31* mRNAs in total small intestine and purified IECs from wild type (*WT*) and knockout (*KO*) mice, measured by qPCR (n = 6 mice/group). (*C*) *Zip14* mRNA (qPCR assay, n = 6 mice/group) and ZIP14 protein (western analysis, n = 2 mice/group) in IECs from *WT* and *KO* mice demonstrating loss of ZIP14 in IECs. (*D*) Serum IL-6 concentrations of both *Zip14^F/F^* and *Zip14*^*ΔIEC*^ and *WT* and *KO* mice (n = 5 mice/group); IL-6 transcript levels of IECs from *WT* and *KO* mice (n = 4 mice/group). (*E*) Fecal lipocalin-2 and calprotectin concentrations of *WT* and *KO* mice (n = 6 to 11 mice/group). (*F*) IgA and IgG concentrations in feces of *WT* and *KO* mice (n = 6 to 8 mice/group). (*G*) Microbial 16S rRNA sequencing of feces from *WT* and *KO* mice showing species and alpha diversity (Shannon plot) (n = 4 mice/group). ∗P<0.05, ∗∗P<0.01, ∗∗∗P<0.001, and ∗∗∗∗P<0.0001.

### Loss of Zip14 Selectively Alters the Transcriptome of Enterocytes.

Our first goal was to examine the transcriptional changes related to *Zip14* ablation. Principal components analysis (PCA) of transcriptomic data derived from RNA-seq demonstrated a complete separation of the expression scores for DEGs between genotypes (Fig. 2*A*). This difference suggests that *Zip14* ablation was a primary factor producing the difference. RNA from IECs from both genotypes is summarized in the volcano plot of DEGs (Fig. 2*B*). Using a FC cutoff of ±2.0 (P<0.05), a total of 226 transcripts were up-regulated and 192 transcripts were down-regulated. The entire RNA-seq dataset is presented in *SI Appendix*, Table S2. We have focused on down-regulated genes reasoning that downregulation provides a reflection of defective zinc-dependent functions found in nutritional zinc deficiency. Surprisingly, RNA-seq revealed a robust array of MHCII genes that were markedly down-regulated as the result of the global *Zip14* deletion, as shown in the heatmap (Fig. 2*C*). These reductions in expression point to Zip14 as essential for maintenance of intestinal immune defense.

**Fig. 2.**
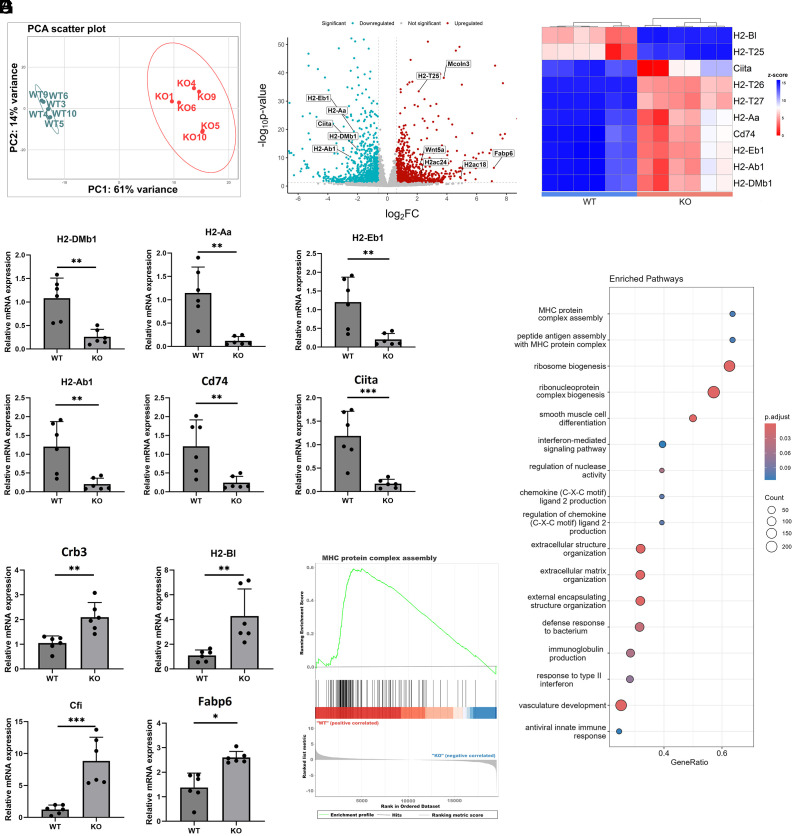
RNA-sequencing demonstrates reduced expression of major histocompatibility complex II (*MHCII*) mRNAs in purified IECs produced through *Zip14* ablation. (*A*) Principal-component analysis of transcript differences between *WT* and *KO* mice. Circles indicate P<0.05 for each genotype group (n = 6 mice/group). (*B*) Volcano plot of RNA-seq as fold-change (FC ± 2.0 to 8.0) showing up-regulated and down-regulated differentially expressed genes (DEGs). Specific genes are identified. (*C*) Heat map showing expression intensities of specific down-regulated MHCII-related transcripts of purified IECs from individual *WT* and *KO* mice. Each column represents transcript abundance from one individual mouse (n = 6 mice/group). (*D*) Individual qPCR assays confirming the relative transcript abundance in purified IECs, showing downregulation of *MHCII* genes and *Ciita*, using RNA from *WT* and *KO* mice (n = 6 mice/group). (*E*) Individual qPCR assays confirming the relative transcript abundance in purified IECs of some representative up-regulated genes using RNA from *WT* and *KO* mice (n = 6 mice/group). (*F*) Normalized gene set enrichment based on KEGG analysis (based on z-score) of RNA-seq dataset identifies MHC protein complex assembly among significantly down-regulated DEGs from purified IECs from *KO* mice. (*G*) Gene set enrichment analysis of MHC protein. ∗P<0.05, ∗∗P<0.01, and ∗∗∗P<0.001.

Differential expression of specific genes between the genotypes, identified by RNA-seq above, was confirmed with qPCR, using RNA from purified IECs. Highly relevant to inflammation were the confirmed markedly decreased expression of *H2-DMb1*, *H2-Aa*, *H2-Eb1*, *H2-Ab1*, *Cd74*, and *Ciita*, the MHCII regulator (Fig. 2*D*). A few genes of potential relevance to intestinal homeostasis were confirmed as up-regulated (Fig. 2*E* and *SI Appendix*, Fig. S4). Gene ontology analysis, based on cellular components of down-regulated genes from RNA-seq, indicated annotations were strongly associated with MHCII protein complex assembly (Fig. 2*F*). In addition, KEGG gene set enrichment analysis supports the down-regulated transcriptome as antigen processing and presentation encoding genes (Fig. 2*G*). We explored the extent of the *Zip14* deletion on MHCII expression in other immune organs. Surprisingly, qPCR of RNA from pooled lymph nodes, as well as spleens of *WT* and *KO* mice showed the MHCII genes assayed exhibited equal transcript levels for both genotypes (*SI Appendix*, Fig. S4). These data show that the differential in MHCII expression with global *Zip14* depletion is likely limited to the small intestine.

### Zip14 Deletion Reduces MHCII Abundance in Enterocytes.

Using cross-sections of small intestine, images from immunofluorescence staining show that MHCII proteins are clearly visible along the apical surface of enterocytes of *WT* mice, but are minimally visible with comparable sections from *KO* mice (Fig. 3*A*). DAPI staining is comparable. In agreement, flow cytometry shows the markedly reduced abundance of MHCII proteins in EpCAM^+^ IECs from the *KO* mice compared to those from *WT* mice (Fig. 3*B*). Quantifiable differences in MHCII expression between the genotypes are 0.18% and 30.72%, respectively. Disruption of MHCII expression with the *Zip14* deletion was also shown at the protein level through western analysis of two key MHCII proteins, i.e., H2-Aa and H2-Ab1 (Fig. 3*C*). In support, a comparable reduction in both H2-Aa and H2-Ab1 was shown by immunohistochemistry of small intestine from *KO* mice (*SI Appendix*, Fig. S5). With respect to Zip14 function, as detected through flow cytometry using the fluorophore FluoZin-3, *Zip14* loss decreased the labile zinc abundance in EpCAM^+^ IECs by 14% (Fig. 3*D*). Similarly, spectrofluorimetric analysis of IECs in suspension, using the same fluorescent probe, showed a comparable reduction in labile zinc (Fig. 3*E*). The overall concentrations of elemental zinc in purified IECs did not change (*SI Appendix*, Fig. S6).

**Fig. 3.**
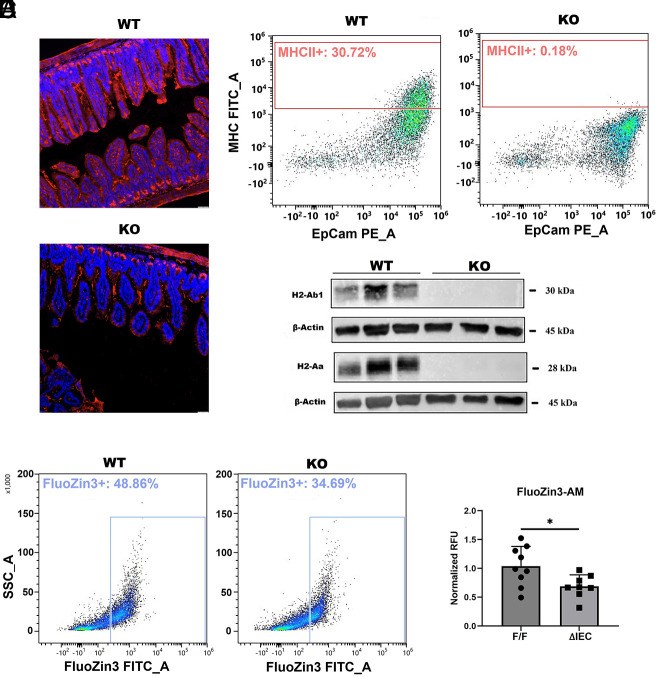
Confirmation of decreased MHCII expression in enterocytes and specific inflammation-related phenotypic changes produced from *Zip14* ablation. (*A*) Immunofluorescence staining for MHCII molecules in sections of intact small intestine from *WT* and *KO* mice. Staining is DAPI (blue) and MHCII (red). Bar is 50μm. (*B*) Frequency of MHCII in EpCAM+ cells from *WT* and *KO* mice using flow cytometry. (*C*) Western analysis of H2-AA and H2-AB1 expression in purified IECs from *WT* and *KO* mice (n = 3 mice/group). (*D*) Representative comparison of liable Zn2+ in purified IECs from *WT* and *KO* mice measured with FluoZin-3 fluorescent probe using flow cytometry. (*E*) Spectrofluorimetric analysis using FluoZin-3 with suspensions of organoids derived from male *Zip14*^*F/F*^ and *Zip14*^*ΔIEC*^ mice (n = 8 to 9 mice/group).

### ATAC Sequencing Reveals Chromatin Accessibility Influences MHCII Expression.

As a next step to explore the cause of the differential in MHCIIs, we used ATAC-sequencing to evaluate chromatin accessibility. 

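ATAC-seq uses a transposase that inserts sequencing adapters into DNA free of nucleosomes, so that the reads over a region rise with its accessibility. Purified IECs of 5 WT mice (WT1 to WT5) and 5 KO mice (KO6 to KO10) were sequenced, and the legend of Fig. 4A gives 6 mice per group. The authors deposited raw counts for 1 set of peaks shared by all mice, with the Ensembl gene ID assigned to a peak. Of 246501 entries, 22 hold no value, which leaves 246479 peaks, 594 of them without a gene ID, and 44580 gene IDs. The paper's text does not name the aligner, the peak caller, the handling of duplicate reads and of the transposase offset, or the test used on peaks. Total counts were between 5202949 and 15775481 in the WT mice, with a median of 8677347, and between 4731176 and 6094983 in the KO mice, with a median of 5659163. The KO mice had fewer counts (exact two-sided permutation test, p = 0.0397), so weak peaks were measured less precisely in KO mice. A single peak took between 5.66% and 14.4% of the counts of a mouse.

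The peaks are listed by gene ID alone. Sorted by the running number that the order of the entries implies, the 249 genes of Table S2 with a peak and a chromosome formed 21 runs for 21 chromosomes, and 1 of their neighbouring pairs was out of order, so peaks are placed here between genes and not by coordinate. Gene names were taken from Table S2, which pairs IDs with symbols. Slc39a14 has no ID in that table. As a check of the genotypes, 1 peak of ENSMUSG00000022094, picked after its values were seen, had counts of 17, 8, 21, 11 and 16 in WT1 to WT5 and 0 in each of the 5 KO mice. It lies between the peaks of Stc1 and Rps2-ps6 on chromosome 14, an interval that also holds Slc39a14 (GRCm38.p6, 70303467 to 70351452) and 163 RefSeq genes in all. No other peak had 0 counts in all KO mice and at least 5 in each WT mouse, and the other 7 peaks of this gene ID were not lost in KO mice.

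KO was compared with WT by edgeR's quasi-likelihood test with TMM normalization over the 81022 peaks that passed its filter on low counts. A gene's accessibility was taken as the summed counts of all peaks with its ID, since the distance of a peak to the TSS was not used here.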

PCA of the ATAC-seq dataset suggested that overall accessibility of the IECs was widely different between the two genotypes (*SI Appendix*, Fig. S7). 

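Genotype accounted for 19.4% of the total variance of log2 CPM (counts scaled to library size, prior count 2) over the 81022 peaks (PERMANOVA, exact permutation test over all labelings of the mice, p = 0.0159). The first principal component of these values held 26.3% of the variance and differed between genotypes (exact two-sided permutation test, p = 0.0159). On it, WT2 scored -30.9, inside the range of the KO mice, which ran from -63.8 to -11.8, and the other WT mice scored from 19.3 to 109.8. Those other WT mice also had the highest total counts, between 7318572 and 15775481. WT2 had 5202949, inside the KO range of 4731176 to 6094983. Neither test was repeated at equal depth, so genotype and depth were not separated here. The choice of peaks moved the share of variance most. Over the 500 most variable peaks, genotype accounted for 13.4% of the variance (exact permutation test, p = 0.270).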

The ATAC-seq data demonstrated a lower abundance of closed chromatin of the DEGs in the *Zip14 KO* mice, as shown with the heatmap in Fig. 4*A*. 

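Of the 302 genes read from Table S2 as differentially expressed, 234 had enough ATAC-seq counts to be tested. Accessibility, as the summed counts of the peaks of a gene, was lower in KO mice for 129 and higher for 105 of them, and the median log2 fold change was -0.034. Summed counts and single peaks were scaled separately. Named genes with 1 peak had the same counts in both fits but lower log2 fold changes in summed counts. H2-Bl had 0.33 against 0.40 in the fit over peaks, H2-T25 0.24 against 0.32 and Cfi -0.32 against -0.23. The median is smaller than this shift, so the split into lower and higher depends on the scaling. At an unadjusted p under 0.05 (edgeR's quasi-likelihood test), 26 of the 234 genes were lower and 28 were higher. After Benjamini-Hochberg adjustment over all genes tested, 3 (Glo1-ps, Gm9917 and Pnp2) were lower and 5 (Edil3, Cdh13, Prr16, Amd2 and Eno1b) were higher at an adjusted p under 0.05, genes named after their values were seen. This count of 8 depended on the fit, with 10 by DESeq2, 6 with total counts, 1 with loess offsets and 0 with 1 surrogate variable. With a mouse left out it ranged from 0 (without WT3, WT5, KO6, KO9 or KO10) to 16 (without WT2). A peak of Pnp2 was high in WT1, WT4 and WT5 and low in WT2 and WT3, as in the KO mice. Adjusted over this list alone, 7 passed. Of the genes the paper names, Cfi and Mcoln3 were lower in KO mice at an unadjusted p under 0.05, while the paper's RNA-seq log2 fold changes are 3.11 and 3.79. Cfi had a log2 fold change of -0.32 (standard error 0.14, adjusted p = 0.157 from edgeR and p = 0.0476 from the exact permutation test), with 3 of 5 KO mice below every WT mouse. Its 1 peak had -0.23 in the fit over peaks (unadjusted p = 0.113 from edgeR, exact permutation test p = 0.0714). In the summed counts, Cfi's unadjusted p was above 0.05 with DESeq2's Wald test (0.061) and in edgeR with 1 surrogate variable (0.207). It was also above 0.05 without WT1, WT4, WT5, KO6, KO9 or KO10. It stayed under 0.05 with total counts, with loess offsets and without WT2, WT3, KO7 or KO8. Mcoln3 had -0.22 (standard error 0.081, adjusted p = 0.105 from edgeR and p = 0.0159 from the exact permutation test), with 4 of 5 KO mice below every WT mouse, and -0.10 with loess offsets. Its unadjusted p from edgeR was above 0.05 with loess offsets (0.194) and without WT5 (0.053). The lowest adjusted p over the 13 named genes alone was 0.193, that of Mcoln3. H2-Bl and H2-T25 were higher in KO mice with 0.33 and 0.24, and H2-T27 and Wnt5a, with -0.05 and 0.02, changed direction with the setting. Among the 115 genes with lower transcript levels in KO mice, 69 had lower and 46 higher accessibility, with a median log2 fold change of -0.041. Among the 119 genes with higher transcript levels, 60 had lower and 59 higher accessibility, with a median of -0.008.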

The abundance of open chromatin was correspondingly greater (*SI Appendix*, Fig. S8). 

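The share of counts in the 10000 strongest peaks was computed without the single peak of highest count, with peaks ranked within each mouse. It was 46.4% ± 0.982 (SD, n = 5) in WT mice and 45.1% ± 1.66 (SD, n = 5) in KO mice, a difference within the spread between mice (exact two-sided permutation test, p = 0.167). KO mice had fewer counts and the share was not recomputed at equal depth, so an effect of depth on it is not excluded. The direction of change depended on the strength of the peak. With the tested peaks in 4 groups by mean count, 8.74% of the peaks of the lowest group at an unadjusted p under 0.05 were lower in KO mice and the median log2 fold change of all 20256 peaks of this group was 0.20. In the group with the highest mean counts, 77.6% of such peaks were lower in KO mice and the median log2 fold change was -0.08.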

The volcano plot derived from ATAC-seq separated significant peaks based on decreased or increased chromatin accessibility (Fig. 4*B*). 

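At an unadjusted p under 0.05, the axis of the volcano plot, 8399 peaks were higher and 4579 were lower in KO mice, so that 35.3% of 12978 peaks were lower. With a change of at least 2-fold as well, 1325 were higher and 84 were lower, against 596 and 226 with loess offsets. After Benjamini-Hochberg adjustment of edgeR's p over the 81022 peaks, 0 peaks passed an adjusted p of 0.05, and the lowest adjusted p was 0.0594. The count of adjusted peaks moved most with the mice included, and without WT2 it was 1880. Of the normalizations tried, total counts in place of TMM moved the split between directions at an unadjusted p under 0.05 most, with 6596 peaks higher and 7080 lower.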

Of note, specific MHCII genes, including *H2-Aa* and *H2-Ab1*, as well as *Ciita*, showed decreased chromatin accessibility. 

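Ciita (ENSMUSG00000022504, chromosome 16 of GRCm38.p6 from 10480014 to 10531064) encodes the MHCII transactivator. Its 10 peaks together had 41.2 ± 5.65 CPM (SD, n = 5) in WT mice and 39.5 ± 3.70 CPM (SD, n = 5) in KO mice, a log2 fold change of -0.07 (standard error 0.10, adjusted p = 0.647 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, p = 0.563). With loess offsets, which remove the trend of each mouse with abundance, the log2 fold change of Ciita was 0.04. H2-Aa (ENSMUSG00000036594, chromosome 17 from 34282744 to 34287823) had 26.4 ± 3.47 CPM in WT mice and 29.0 ± 6.16 CPM in KO mice over 6 peaks, a log2 fold change of 0.13 (standard error 0.13, adjusted p = 0.546 from the same test). H2-Ab1 (ENSMUSG00000073421, chromosome 17 from 34263227 to 34269418) had 18.4 ± 2.82 CPM in WT mice and 19.5 ± 3.65 CPM in KO mice over 5 peaks, a log2 fold change of 0.06 (standard error 0.14, adjusted p = 0.807). The log2 fold change of H2-Ab1 fell below 0 in some fits that left out a mouse, down to -0.03. H2-Eb1, H2-DMb1 and Cd74 had log2 fold changes of -0.17, -0.17 and -0.10, and the direction of H2-DMb1 and Cd74 changed with the setting. Of the 33 peaks of these 6 genes, 18 were tested, 6 lower and 12 higher in KO mice. The 1 tested peak at an unadjusted p under 0.05, named after its values were seen, was peak 4 of H2-DMb1 in chromosome order, with 3.13 ± 0.712 CPM (SD, n = 5) in WT mice and 1.67 ± 0.447 CPM (SD, n = 5) in KO mice. Its log2 fold change was -0.88 (standard error 0.27, adjusted p = 0.121 over all peaks and 0.0701 over the 18 peaks from edgeR's quasi-likelihood test), and all 5 KO mice were below every WT mouse (exact permutation test, p = 0.00794, the smallest the design allows, and 0.262 adjusted over the 33 peaks). This peak stayed lower in KO mice in the other settings, with log2 fold changes between -1.05 and -0.76. In the summed counts of each of these 6 genes the difference between the means was smaller than the SD of the WT mice. Counts per mouse were between 176 and 757 for Ciita and between 27 and 169 for H2-DMb1. The paper states that accessibility of H2-Aa, H2-Ab1 and Ciita was decreased in KO mice, and relates the lower transcript levels of Ciita and MHCII genes to it (Fig. 4C).

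**Figure D1:**
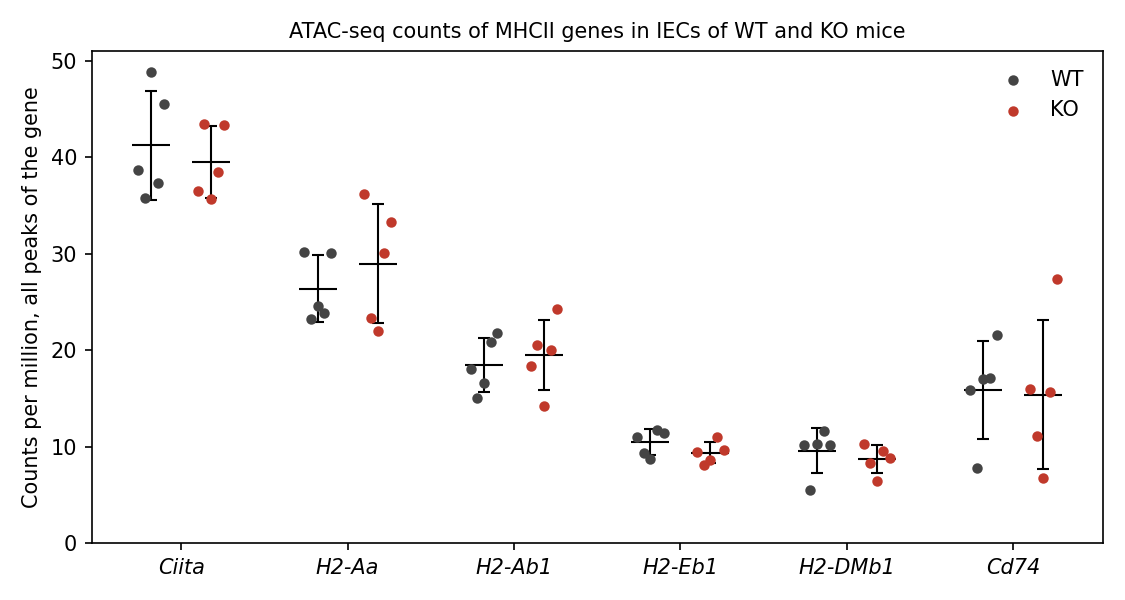
ATAC-seq CPM (vertical axis) in all peaks of each of 6 MHCII genes (horizontal axis), with 1 point per mouse, the mean as a horizontal line and the SD as a bar (n = 5 WT and 5 KO mice). The WT and KO mice overlap in each gene, with Ciita means of 41.2 and 39.5.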

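Across the 234 genes of Table S2 tested in ATAC-seq, the log2 fold change of the summed peaks of a gene was set against the paper's RNA-seq log2 fold change. Pearson's r was 0.091 (permutation test with 100000 resamples, p = 0.169) and Spearman's rho was 0.006 (p = 0.926 from the same test). Both are correlations across genes, which are not independent replicates. The sign of the change was shared by 128 genes. The result moved most without KO6, which gave a Pearson's r of -0.017 (permutation test, p = 0.797). With 1 surrogate variable added to the model, Pearson's r was 0.195 (permutation test, p = 0.00278) and Spearman's rho was 0.103 (p = 0.114).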

The relationship between expression of specific DEGs obtained through RNA-seq vs. chromatin accessibility based on ATAC-seq is shown in Fig. 4*C*. 

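The mean log2 CPM of Ciita, H2-Aa, H2-Ab1, H2-Eb1, H2-DMb1 and Cd74 was taken as 1 value per mouse. It differed by -0.041 between KO and WT mice on the log2 scale (exact two-sided permutation test, p = 0.770), where the smallest p the design allows is 0.00794. This difference is smaller than the shift between the scaling of sums and of single peaks given above, so its sign carries no weight. The values of the WT mice were between 3.74 and 4.38, and those of the KO mice between 3.70 and 4.40. Taking only the peak of highest mean count of each gene, an alternative chosen after seeing the data, gave 0.074. The paper's RNA-seq log2 fold changes in Table S2 are -2.01 for Ciita, -2.73 for H2-Aa and -2.49 for H2-Ab1.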

Downregulation of *Ciita* and specific *MHCII* transcripts were correlated with respect to decreased chromatin accessibility. Similarly, as a control, *Fabp6*, a highly up-regulated gene with *Zip14 KO* ablation, had the opposite correlation. 

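Fabp6 (ENSMUSG00000020405, chromosome 11 of GRCm38.p6 from 43596040 to 43601562) encodes an ileal bile acid binding protein. Its 5 peaks together had 3.83 ± 0.645 CPM (SD, n = 5) in WT mice and 4.74 ± 1.14 CPM (SD, n = 5) in KO mice, a log2 fold change of 0.29 (standard error 0.21, adjusted p = 0.355 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, p = 0.183). Of the 5 KO mice, 3 were above every WT mouse and 1 was below every WT mouse. The counts per mouse were between 17 and 70, and a simulated log2 fold change of 0.5 was found at an unadjusted p under 0.05 in 63% of 200 simulations and one of 1 in 100.0%. With loess offsets the log2 fold change of Fabp6 was 0.051. The paper's RNA-seq log2 fold change is 7.16.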

Next, we wanted to more directly evaluate the effect of *Zip14 KO* ablation on Ciita expression. qPCR assay of four *Ciita* mRNA variants demonstrated a uniform downregulation in expression with *Zip14* deletion (Fig. 4*D*). Moreover, in support of *Ciita* downregulation, peak intensity of the first −7,905 kb and peak score of 13 (Chr16: 10,488,279 to 10,528,418) of the *Ciita* start site was less with DNA from IECs of the *Zip14 KO* mice compared to corresponding values for those from *WT* mice (Fig. 4*E*). 

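The deposited counts list 10 peaks of Ciita, and 5 of them had enough counts to be tested. Which of them is the peak of Fig. 4E was not determined here. In chromosome order, peak 1 had 3.75 ± 1.08 CPM (SD, n = 5) in WT mice and 2.94 ± 0.572 CPM (SD, n = 5) in KO mice, a log2 fold change of -0.40 (standard error 0.24, adjusted p = 0.442 from edgeR's quasi-likelihood test; exact permutation test, p = 0.214). With each mouse left out in turn, it stayed between -0.51 and -0.32. Peak 2, the strongest, had 15.4 ± 2.15 CPM in WT mice and 15.0 ± 2.65 CPM in KO mice, a log2 fold change of -0.05. Peaks 6, 7 and 8 had log2 fold changes of 0.16, 0.18 and 0.01. Peaks 2, 6 and 8 changed direction with the setting or the mice included. The difference of each tested peak was within the spread between mice.

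**Figure D2:**
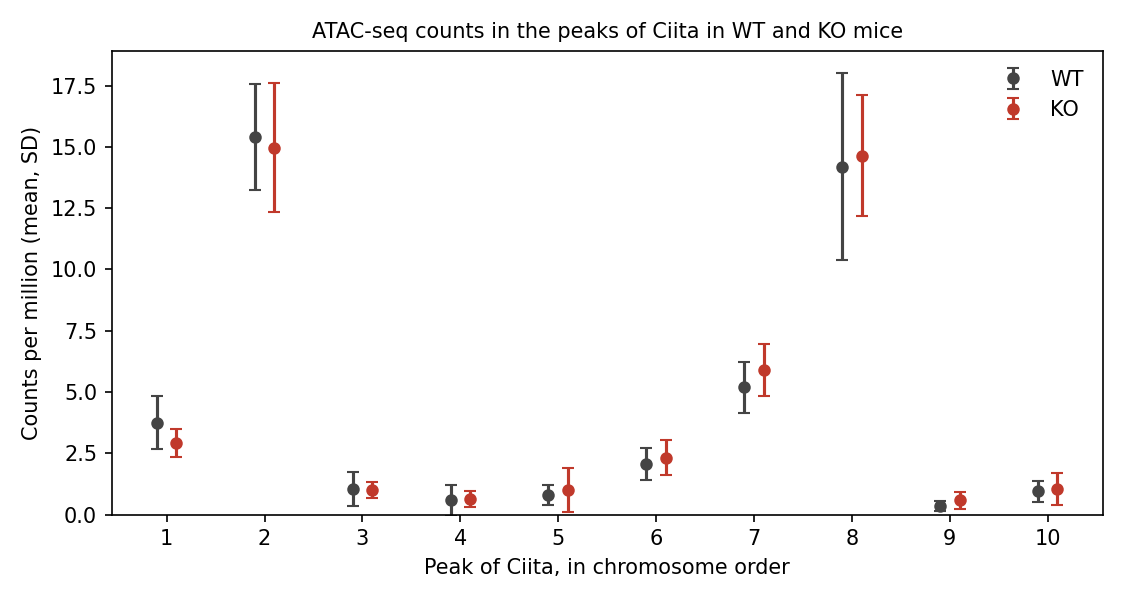
ATAC-seq CPM (vertical axis, mean and SD, n = 5 WT and 5 KO mice) in the 10 peaks of Ciita, numbered along chromosome 16 (horizontal axis). The means of WT and KO mice are 3.75 and 2.94 in peak 1 and 15.4 and 15.0 in peak 2, with overlapping SD bars.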

By comparison, peak intensity at the start site of *Fabp6*, a gene which was confirmed by qPCR to be substantially up-regulated in IECs of the *KO* mice (Fig. 2*E*), was increased at −24,840 kb (TTS) with a peak score of 21.5 (Chr11: 43,596,049 to 43,601,540) (*SI Appendix*, Fig. S9).

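Of the peaks of Fabp6, 1 had enough counts to be tested, and which of them is the peak of Fig. S9 was not determined here. The tested peak had 2.27 ± 0.597 CPM (SD, n = 5) in WT mice and 3.11 ± 0.911 CPM (SD, n = 5) in KO mice, a log2 fold change of 0.43 (standard error 0.27, adjusted p = 0.451 from edgeR's quasi-likelihood test; exact permutation test, p = 0.143). It held between 9 and 38 counts per mouse, and its log2 fold change stayed between 0.32 and 0.56 with each mouse left out in turn.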

**Fig. 4.**
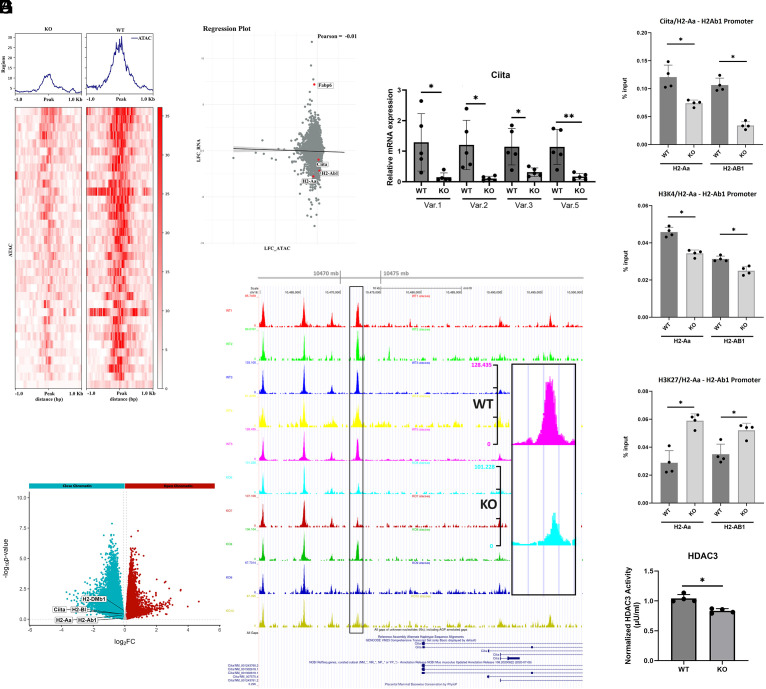
MHCII expression is differentially regulated by transcriptional changes through regulatory element occupancy produced with *Zip14* ablation as determined by ATAC-sequencing. (*A*) Heatmap of ATAC-seq. dataset showing lesser abundance of closed chromatin from purified IECs of *KO* mice vs. *WT* mice, with corresponding summary (*Top*) (n = 6 mice/group). (*B*) Volcano plot showing fold change (FC ± 2.0 to 8.0) of DEGs with increased (blue) and decreased (red) chromatin accessibility in specific regions based on ATAC-seq. Specific DEGs are identified. (*C*) Scatter plot showing the relationship of DEGs obtained through RNA-seq to chromatin accessibility assessed through ATAC-seq. Down-regulated genes of interest are identified. Up-regulated *Fabp6* is shown as a control. (*D*) Decreased abundance of *Ciita* transcripts in purified IECs from *Zip14 KO* mice shown through qPCR assays using four regulatory regions of the *Ciita* gene (n = 5 mice/group). (*E*) Peak densities in the regulatory region of Ciita highlight the reduction in open chromatin produced from the *Zip14* ablation. (*F*) ChIP assays showing decreased occupancy of Ciita and H3K4 for *H2-Aa* and *H2-Ab1* promoters and increased occupancy for H3K27 with the same promoters in purified IECs of *KO* mice compared to that of *WT* mice (n = 4 mice/group). (*G*) HDAC3 activity in nuclear extracts of IECs from *WT* and *KO* mice (n = 4 mice/group).

We used chromatin immunoprecipitation (ChIP) assay of promoter regions of specific down-regulated MHCII genes, *H2-Aa* and *H2-Ab1*, to assess promoter occupancy by the Ciita transcription activator. With both genes, Ciita occupancy was less with chromatin derived from IECs of the *KO* mice, supporting a role of the Ciita transactivator in the downregulation of these MHCII genes (Fig. 4*F*). To further explore whether Ciita’s interaction with the *H2-Aa* and *H2-Ab1* gene promoters is functionally related to active chromatin, we used ChIP to quantify histone modification methylation sites in *KO* and *WT* IECs. Pull-down of H3K4me3, a marker of active chromatin, revealed reduced association near the Ciita interacting sites of *H2-Aa* and *H2-Ab1* with mouse *Zip14 KO* chromatin. Conversely, H3K27me3, a marker of repressive histone modification, showed increased association with *Zip14 KO* IEC chromatin surrounding the *H2-Aa* and *H2-Ab1* Ciita binding sites (Fig. 4*F*). These findings collectively support a direct role for Ciita in the altered transcriptional regulation of the *H2-Aa* and *H2-Ab1* genes in *Zip14* ablated intestinal epithelial cells. In support of these latter data, we measured activity of HDAC3, the prevalent HDAC in the intestine, and found activity was decreased in *KO* mice compared to the *WT* mice (Fig. 4*G*).

### Zinc Supplementation Reverses Epigenetically Depressed MHCII and Ciita Expression.

We next explored the possibility that the deficit in cellular zinc produced with *Zip14* ablation could be restored by supplementation with zinc. Supplementing the drinking water of the *WT* and *KO* mice with zinc (7.6 mM) for 7 d reversed the repressed *MHCII* and *Ciita* gene expression in IECs from the *KO* mice to levels close to those of the *WT* mice (Fig. 5*A*). In contrast, expression of *Fabp6*, markedly elevated in the *KO* mice, was reduced with supplemental zinc, thus serving as a positive control.

**Fig. 5.**
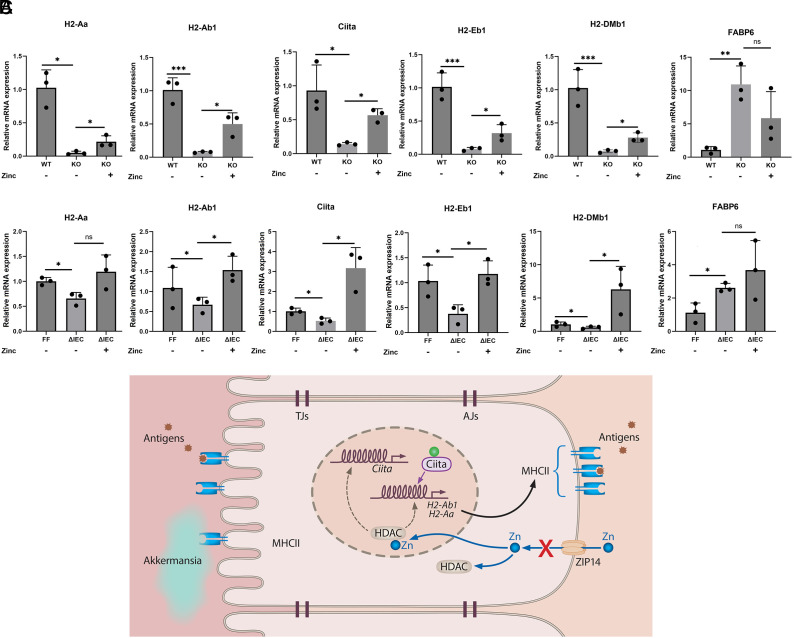
Zinc supplementation restores normal MHCII expression for mice and intestinal organoids with *Zip14* deletion. (*A*) Zinc supplementation of the mice was provided as 6.7 mM zinc in the drinking water for 7 d (n = 3 mice/group). (*B*) Zinc was added to the culture medium at 15 μM for intestinal organoids produced from *Zip14^F/F^* and *Zip14*^*ΔIEC*^ mice for the last seven days of the 10-d culture period (n M for intestinal organoids produced from *Zip14^F/F^* and *Zip14*^*ΔIEC*^ mice for the last seven days of the 10-d culture period (n = 3 organoid cultures from separate mice/group). ∗P<0.05, ∗∗P<0.01, and ∗∗∗P<0.001. (*C*) Model linking depressed MHCII expression in enterocytes with Zip14-mediated Zn transport. Deletion of *Zip14* (indicated by the X) produces inflammation of the small intestine, dysbiosis with Akkermansia overgrowth, and epigenetic HDAC-dependent modifications to chromatin, leading to an atypical transcriptome profile. Ciita and MHCII expression, including H2-Aa and H2-Ab1, are depressed thus altering intestinal homeostasis.

To examine *MHCII* expression from another perspective, we used organoids from mice of *Zip14^F/F^* and *Zip14*^*ΔIEC*^ mice. Capitalizing on our previous evidence that these organoids remain viable for at least 10 d in culture, and importantly retain the biochemical phenotype associated with *Zip14* deficiency (10), we evaluated the response to zinc (added in vitro at 15 μM) in exploring normal *MHCII* expression. Clearly, the depressed *MHCII* and *Ciita* expression produced with the *Zip14*^*ΔIEC*^ was reversed with supplemental zinc in vitro (Fig. 5*B*). Here, *Fabp6* expression, serving as a positive control, was not normalized in zinc-treated organoids with the *Zip14* deletion (Fig. 5*B*).

Taken together, we propose these results show that proper zinc transport via Zip14 is necessary for the synthesis of specific MHCII molecules by IECs and that when *Zip14* is deleted or dysfunctional, it is accompanied by indices of intestinal inflammation. Moreover, it is proposed that zinc-dependent HDAC epigenetic mechanisms, acting through Ciita, influence these key factors required for intestinal immune defense.

## Discussion

Among the effects of *Zip14* deletion on phenotype is chronic low-grade intestinal inflammation, characterized by increased permeability and endotoxemia (9, 24, 25). As shown here with mice at steady state, a marked increase in Il-6 expression by IECs, and increased fecal calprotectin and lipocalin-2, two markers of intestinal inflammation (26), support the inflammatory phenotype of Zip14 deficiency. Moreover, the elevated fecal IgG/IgA levels of the *Zip14* deficient mice are consistent with an activated immune response (27, 28). These characteristics of *Zip14* deletion are in common with those of inflammatory bowel disease (29).

Our previous experiments have demonstrated that Zip14 is most highly expressed in enterocytes of the proximal small intestine and diminishes progressively in distal regions of the gastrointestinal tract (9). Zip14 is localized primarily at the basolateral membrane of enterocytes. This orientation suggests that Zip14 transports circulating endogenous systemic zinc into enterocytes for functional roles, rather than as a component of the transepithelial absorptive pathway. This cellular orientation is consistent with the demonstrated transfer of systemic zinc and manganese for excretion into the intestinal lumen (30, 31). Stoichiometry of circulating zinc, manganese, and iron concentrations, with their abilities to easily exchange with ligands and substrate affinity, favor zinc as the main physiologic substrate of Zip14 (32). We have detected all of the Zip and ZnT transporters in enterocytes at the transcript level (10). With the exception of Zip4, which is needed for transepithelial transport for dietary zinc absorption (3, 4), the roles of the other zinc transporters in gastrointestinal homeostasis are not well understood.

The role of MHCII in intestinal defense has received considerable attention recently (33–38). MHCII molecules in the proximal small intestine are abundant in enterocytes and intestinal stem cells but are only minimally expressed in tuft, goblet, Paneth, and enterochromaffin cells (37). MHCII production in the small intestine tends to be constitutive (33), unless perturbed through dysbiosis or inflammation. Intestinal *MHCII* expression is depressed with aging and when a high fat diet is consumed, however (35, 36). As demonstrated here with highly purified IECs from the proximal small intestine, the production of MHCII molecules is also greatly influenced by *Zip14* ablation. The responsiveness of *MHCII* expression in IECs with *Zip14* ablation adds a new dimension to a role for Zip14-mediated zinc transport in maintaining intestinal homeostasis.

Commensal microbiota of the gastrointestinal tract influence intestinal MHCII. Specifically, intestinal *MHCII* expression in mice is responsive to specific microbiota and circadian rhythms (34, 38). The mice used for our experiments were all killed at the same time of the day, minimizing temporal effects. Food allergens have been reported to induce MHCII in IECs through a Ciita-dependent mechanism (37). Mice used in our experiments were fed the same natural-component diet since weaning. This minimizes the possibility that dietary allergens produced the differential in MHCII molecules reported here. In that regard, it is relevant to emphasize that the greatest expression of *Zip14* is in the proximal small intestine (9), where food components and allergens are first encountered.

The very significant abundance of *Akkermansia*, a gram-negative anaerobic, mucus-degrading bacterium, in feces of the *KO* mice is of considerable interest. This finding confirms our previous identification of *Akkermansia* as more abundant in feces from mice with enterocyte-specific *Zip14* ablation (10). It is also in agreement with the histological evidence that the *Zip14*^*ΔIEC*^ mice have less alcian blue stained luminal mucus than controls (10). *Akkermansia*, as a commensal gut microorganism, is widely viewed as anti-inflammatory, a probiotic, and beneficial to host health through improvement in intestinal barrier and stimulation of epithelial proliferation (39, 40). In contrast, excessive abundance of *Akkermansia* in the intestine may be damaging to the intestinal barrier, particularly when there are proinflammatory conditions present (41). Therefore, the overabundance of *Akkermansia* with loss of Zip14 transport activity could be beneficial or deleterious for the host. The teleological basis for this shift in species of commensal flora with *Zip14* deletion has not been established. Zip14 deficiency may represent a model to evaluate this microbial/intestinal interaction.

IECs interact with other immune cells, including T cells in the lamina propria and intraepithelial T cells (24, 33, 38, 42). Here, we have shown that T cells produce Zip14, but surprisingly global *Zip14* ablation does not alter T cell *MHCII* expression. Of note, Zip14 is inducible by LPS in human macrophages (43). Zinc trafficking in T cells has focused primarily on Zip6 (44, 45), which influences MHCII expression (44). It has been proposed that zinc transporters are involved in many aspects of immune function (46).

Regulation of *MHCII* gene expression, and the role played by Ciita, is complex, involving binding with numerous transcription factors, and is known to be influenced by epigenetic histone modifications (47–50). Interestingly, it has been shown that intestinal microbiota composition alters HDAC3 activity and MHCII expression (34). As shown here with the ATAC-seq, *Zip14* ablation alters chromatin accessibility (Fig. 4*A*). 

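With the counts of all peaks of a gene ID summed, an alternative chosen after seeing the data, 36715 genes were tested. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1065 genes were more accessible and 369 less accessible in KO mice. At an unadjusted p under 0.05 the numbers were 5771 and 4326. The adjusted count depended on single mice and ranged from 0 to 3311 genes across the 10 fits that each left out a mouse.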

Histone modifications have a profound influence on chromatin accessibility. Using chromatin from *WT* and *KO* mice for ChIP assays, the H3K4 and H3K27 histone marks for active (open) and inactive (closed) chromatin, respectively, show that promoters for *H2-Aa* and *H2-Ab1*, two key MHCII components, exhibit expected reflections of chromatin accessibility. The balance of HAT (histone acetyltransferase) and HDAC (histone deacetylase) activity at specific loci helps to control accessibility. Specific classes of HDACs and HATs are zinc-dependent enzymes that control epigenetic modifications (51). It has been postulated that zinc dependency of these metalloenzymes makes them targets of zinc deficiency including that produced through atypical zinc transport (51, 52). In agreement with those suggestions, as demonstrated here, zinc supplementation of mice in vivo and *Zip14*^*ΔIEC*^ intestinal organoids in vitro restores *MHCII* and *Ciita* expression.

Collectively, our results are consistent with a model where chromatin occupancy patterns in enterocytes, produced by Zip14 deficiency, create a zinc-related HDAC/HAT imbalance that alters chromatin accessibility for regulatory factors and hence the global transcriptome profile, importantly including depressed MHCII expression (Fig. 5*C*). We have capitalized on the emerging recognition of the role enterocytes can play in MHCII-dependent intestinal defense and showed that some epigenetic modifications are sensitive to zinc availability through altered transport. These experiments add functional metal transport to an important aspect of intestinal homeostasis and immune defense.

## Materials and Methods

Detailed methods are available in the *SI Appendix*.

### Mice and Husbandry.

The *Zip14* knockout mouse strains used in these studies have been described in detail previously (10, 25). Briefly, targeted deletion of introns 4 to 8 of *Zip14* were used to produce both the global and enterocyte-specific knockouts. The global knockout strain is designated as *KO* and *WT* as the control. Mice with the enterocyte-specific *Zip14* deletion were designated *Zip14*^*ΔIEC*^ while controls were designated *Zip14^F/F^*. The mice were not fasted prior to being killed which was always performed between 11 AM and 1 PM. Mice were euthanized by exsanguination via cardiac puncture while under isoflurane anesthesia. Protocols were approved by the University of Florida Institutional Animal Care and Use Committee (No. 202007015).

### Isolation of Intestinal Epithelial Cells.

The IECs were isolated as described in detail earlier (10). Briefly, the first 20 cm of small intestine (duodenum and upper jejunum) was excised from mice and the lumen was individually perfused with ice-cold buffer (10 mM EDTA; 10 mM HEPES; 0.9% NaCl). IECs were liberated from underlying tissue by repeated vortexing with EDTA-containing phosphate buffer (DPBS). The final cell suspension was centrifuged, and the cells were prepared for assays or other downstream applications.

### Fluorescence-Activated Cell Sorting.

The cells were stained with APC anti-mouse CD45 (Blood cells), FITC anti-mouse CD31 (Vascular cells), PE/Cyanine7 anti-mouse TER-119 (Lymphocytes), PE anti-mouse CD326 (EpCAM) (Epithelial cells), then resuspended in MACS buffer and used for FACS (53).

### Preparation and Culture of Small Intestinal Organoids.

The first 20 cm of proximal small intestines from both *Zip14^F/F^* and *Zip14*^Δ^*^IEC^* mice were excised and perfused with PBS, cut into 5 mm strips, split open, and placed in cell dissociation reagent (StemCell Technologies, Inc.). Cell domes were placed in Matrigel (Corning) and organoids were maintained for up to 10 d as described in detail earlier (10).

### RNA-Sequencing.

The isolated IECs were homogenized using a bullet blender. RNA was extracted and sequenced on an Illumina NovaSeq (2 × 100 bp) to achieve a minimum of 40 million reads per sample at the University of Florida NextGen DNA Sequencing Core Facility. Files were downloaded to the University of Florida HiPerGator computing cluster.

### ATAC-Sequencing.

Intestinal epithelial cells were isolated as above and were further purified for flow cytometry and cell sorting (53). The preserved IECs were sent to MedGenome (Foster City, CA). ATAC sequencing was performed as 75 bp paired-end reads on an Illumina HiSeq 2000.

### Quantitative PCR.

Total RNA was extracted from IECs, intestinal organoids, spleen, and lymph nodes and assessed for quality and concentration spectrophotometrically. Quantitative PCR (qPCR) was performed with detection using either EXPRESS SYBR GreenER Supermix with ROX or specific TaqMan assays. Primer/probes sequences used have been published (10, 26) or are listed in the *SI Appendix*. *Gapdh* RNA or *18S* rRNA were used as normalizers with relative expression measured by the *2-ΔΔCt* method.

### Western Analyses.

IECs were lysed and SDS-PAGE was used to separate the lysate proteins, followed by transfer to nitrocellulose membranes. After incubations with primary and secondary antibodies, separated proteins were detected by chemiluminescence.

### Chromatin Immunoprecipitation Assays.

Isolated IECs were suspended in PBS. Precision sonication of chromatin produced a nuclear extract with fragments between 200 and 700 bp (10). Specific antibodies against Ciita, anti-Histone H3 (tri-methyl K4), or anti-trimethyl-Histone H3 (Lys27) were used for individual ChIP assays by qPCR.

### Microbiome Analysis and ELISA Assays.

Fecal IgA, IgG, calprotectin, and lipocalin-2 concentrations were measured by ELISA. Characterization of fecal microbial taxa involved DNA extraction from each fecal sample and 16S rRNA sequencing (CosmosID, Germantown, MD), but data were analyzed in-house.

### Other Assay Methods.

Immunofluorescence staining with DAPI (nuclei) and MHCII antibody was performed on sections of intestinal tissue from *WT* and *KO* mice. HDAC3 activity of IEC nuclear extracts was measured spectrofluorimetrically. Labile intracellular zinc was measured by incubating fresh IECs with FluoZin-3 followed by analysis using flow cytometry or spectrofluorimetrically. Elemental analyses for zinc and manganese were by microwave plasma atomic emission spectroscopy (10). Sections of intestinal tissue of *WT* and *KO* mice were stained with hematoxylin (nuclei) and H2-Aa and H2-Ab1 primary antibodies, followed by secondary to visualize the immunohistochemistry.

### Statistical Analysis.

Data are presented as means ± SE of biological replicates (n). One organoid culture derived from cells of one individual mouse is an n=1. All experiments were replicated at least once for those using mice and multiple times for those using isolated cells, organoids, and extracts. GraphPad Prism 10.0 software was used for most analyses. Student’s *t* test was used to compare mice or organoids of two genotypes and one-way ANOVA was used for multiple comparisons. The Wilcoxon rank test was used for assays of fecal parameters. Statistical probabilities are indicated for each measured parameter, with P<0.05 or less considered statistically significant.

### Bioinformatics.

Sequencing data and downstream analyses were performed at the University of Florida Bioinformatics Core. Details are presented in the *SI Appendix*.

## Supplementary Material

Appendix 01

## Data Availability

RNA-seq and ATAC-seq datasets are deposited with the GEO database under accession number GSE280523 at National Center for Biotechnology Information Gene Expression Omnibus (54). All other data are included in the manuscript and/or *SI Appendix*.

# Supplementary material for: Deletion of metal transporter Zip14 reduces major histocompatibility complex II expression in murine small intestinal epithelial cells
**Source:** Proc Natl Acad Sci U S A. 2024 Dec 30;122(1):e2422321121. doi: 10.1073/pnas.2422321121
**Supplement:** Supplementary file 1 — Appendix 01

1

## 2 Supporting Information for

### 3 Deletion of Metal Transporter Zip14 (Slc39a14) Reduces Major Histocompatibility Complex II 4 Expression in Murine Small Intestinal Epithelial Cells

5 Felix R. Jimenez-Rondan<sup>a</sup>, Courtney H. Ruggiero<sup>a</sup>, Fahong Yu<sup>b</sup>, Alberto Riva<sup>b</sup>, Lauren S. Stafford<sup>c</sup>, Tyler R. Cross<sup>c</sup>, Joseph  
6 Larkin III<sup>c</sup>, and Robert J. Cousins<sup>a,b, 1</sup>

7
8
9 Life Sciences, University of Florida, Gainesville, FL 32611;

#### 14 This PDF file includes:

- 15 Figs. S1 to S9
- 16 Tables S1 to S2
- 17 SI References

## 18 Materials and Methods

19 **Mice and Husbandry.** The *Zip14* knockout mouse strains used in these studies have been described in detail previously (1, 2).  
20 Targeted deletion of introns 4-8 of *Zip14* were used to produce both the global and enterocyte-specific knockouts. For the global  
21 knockout strain, Het versus Het mice were crossed to produce the *Zip14*<sup>+/+</sup> and *Zip14*<sup>-/-</sup> strains, subsequently designated as  
22 WT and KO, respectively. Mice with the enterocyte-specific *Zip14* deletion were designated *Zip14*<sup>ΔIEC</sup> while controls were  
23 founder *Zip14*<sup>F/F</sup> mice. Backcrosses for both strains were to C57BL/6 mice. Generations for both strains were in excess of  
24 F15. Unless specifically indicated otherwise, experiments were conducted with female mice of this *Zip14* global KO strain. The  
25 mice were used as young adults (8-16 weeks of age). Maintenance consisted of shoebox caging, a 12/12 light/dark cycle and ad  
26 libitum access to diet (Harlan 7012) and tap water. In one experimental series, drinking water was supplemented with zinc at  
27 7.6 mM as ZnSO<sub>4</sub> (3). For fecal collections, mice were maintained in individual hanging wire cages. The mice were not fasted  
28 prior to euthanasia, which was always performed between 11 AM and 1 PM. Mice were euthanized by exsanguination via  
29 cardiac puncture while under isoflurane anesthesia. Tissues excised from anesthetized individual mice were small intestine,  
30 spleen and lymph nodes (pooled axillary, inguinal, brachial, mesenteric and superficial cervical) (4). Protocols were approved  

32 **Isolation of Intestinal Epithelial Cells (IECs).** The cells were isolated as described in detail earlier (2). The first 20 cm of small  
33 intestine (duodenum and upper jejunum) was excised from mice and the lumen was individually perfused with ice-cold buffer  
34 (10 mM EDTA; 10 mM HEPES; 0.9% NaCl). IECs were liberated from underlying tissue by repeated vortexing, using an  
35 EDTA-containing phosphate buffer (DPBS) and subsequent centrifugations. Cell pellets were washed with cold DPBS to  
36 remove any residual EDTA buffer, and TrypLE Express Enzyme was added to dissociate cell aggregates. The cells were gently  
37 resuspended using a pipette and incubated at room temperature for 10 min, with periodic trituration. The cell suspension  
38 was passed through a 70 μm cell strainer into cold DPBS. Flow-through solution containing the single-cell suspension was  
39 centrifuged to pellet the cells which were treated with cell removal medium (Akadeum, cat. 11510-211), suspended in Live/Dead  
40 staining solution and transferred to FACS tubes. The final cell suspension was centrifuged, and some of the cells were prepared  
41 for staining and cell sorting, while cells designated for RNA-Seq were placed in cryopreservation medium (NutriFreez® D10,  
42 Fisher Scientific, cat. 05-713-1E). Cells used for RNA and protein isolations were lysed in Trysol or RIPA Buffer, respectively,  
43 or were stored at -80°C until processed for ATAC-Sequencing.

44 **Fluorescence-Activated Cell Sorting (FACS).** The cells were stained with antibodies for specific cell surface markers, APC  
45 anti-mouse CD45 (Blood cells), FITC anti-mouse CD31 (Vascular cells), PE/Cyanine7 anti-mouse TER-119 (Lymphocytes),  
46 PE anti-mouse CD326 (EpCAM) (Epithelial cells), followed by washing to remove unbound antibodies. Finally, the stained  
47 cells were resuspended in MACS buffer and transferred to FACS tubes mounted with a 35 μm cell strainer cap to remove cell  
48 aggregates. The FACS protocol followed that of Ge et al. (5). A Sony SH800 and Cytoflex STR cell sorter was used. The  
49 data obtained were analyzed using FlowJo software. Following acquisition, cells were mixed with AOPI staining solution for  
50 counting with Auto 2000. For ATAC-seq, cells were placed in cryopreservation medium as above.

51 **Preparation and Culture in Intestinal Organoids.** The first 20 cm of proximal small intestines from both *Zip14*<sup>F/F</sup> and *Zip14*<sup>ΔIEC</sup>  
52 mice were excised and perfused with PBS, cut into 5 mm strips, split open and placed in cell dissociation reagent (StemCell  
53 Technologies, Inc.). Cell domes were placed in Matrigel (Corning) and organoids were placed into wells of 6-well plates as  
54 described in detail earlier (2). The organoids were cultured for 10 days in IntestiCult medium (StemCell), which was replaced  
55 every 3 days. For some organoid cultures, zinc-containing medium (as ZnSO<sub>4</sub>; 15 μM), was used starting at day 3 of the 10-day  
56 culture period.

57 **RNA-Sequencing.** The IECs were placed in RNase-free tubes containing TRIzol and RNase-free zirconium oxide beads (1.0  
58 mm diameter, NextAdvance, Troy, NY, USA). The cells were homogenized using a bullet blender, and the RNA was purified  
59 using a modified RNeasy Mini RNA extraction kit (Qiagen, Germantown, MD, USA). The RNA was treated with DNase, and  
60 its integrity was confirmed with an Agilent Bioanalyzer, ensuring all samples had an RNA integrity number above 8.0. Poly-A  
61 selected RNA-seq libraries were prepared using the Illumina mRNA Prep kit (Illumina, San Diego, CA, USA), pooled to equal  
62 molarity, and sequenced on an Illumina NovaSeq (2 x 100 bp) to achieve a minimum of 40 million reads per sample at the  
63 University of Florida NextGen DNA Sequencing Core Facility. The resulting FastQ files were downloaded to the University of  
64 Florida HiPerGator computing cluster. Raw FastQ files, counts, and normalized counts per million data were uploaded to  
65 GEO: ...

66 **ATAC-Sequencing.** IECs were isolated as above and sorted further using flow cytometry (4). The preserved IECs were sent to  
67 MedGenome, Foster City, CA, USA for library preparation and Assay for Transposase-Accessible Chromatin (ATAC) sequencing.  
68 Briefly, nuclei were isolated from the IECs and incubated with pre-loaded Tn5 transposase (Illumina, cat. FC-121-1030) and  
69 sequencing adapters. The assembled protein A-Tn5 adapter transposome was activated by Mg<sup>2+</sup> to generate adapter-flanked  
70 DNA fragments cut near the proteins of interest. The transposed DNA was then extracted, and PCR amplified using NEBNext  
71 High-Fidelity 2X PCR Master Mix (New England Biolabs, cat. M0541S). The library was purified with AMPure XP Magnetic  
72 Beads (Beckman Coulter, cat. A63880), and its quality was assessed using a BioAnalyzer High-Sensitivity DNA Analysis kit  
73 (Agilent, cat. 5067-4626). Sequencing was performed as 75 bp paired-end reads on an Illumina HiSeq 2000.

74 **Quantitative PCR.** Total RNA was extracted from IECs and organoids as above and was assessed for quality and concentration  
75 spectrophotometrically. Then first strand cDNA was produced from the RNA using High-Capacity RNA-to-DNA reagents  
76 (Applied Biosystems). Samples were diluted with DNase/RNase-free water and real-time PCR was performed with a QuantStudio  
77 3 qPCR sequence detector (ThermoFisher). Detection was with either EXPRESS SYBR GreenER Supermix with ROX or  
78 specific TaqMan assays used as recommended (ThermoFisher). The primer/probes sequences used have been published (2, 6)  
79 or are listed below. q-PCR reactions were run in duplicate for each sample. All data presented were derived with different  
80 RNA preparations run at least twice. Gapdh RNA or 18S rRNA were used as normalizers with relative expression measured  
81 by the  $2^{-\Delta\Delta C_t}$  method.

82 **Western Analyses.** IECs were homogenized using the Bullet Blender with stainless steel beads in radioimmunoprecipitation  
83 buffer (RIPA) with protease/phosphatase inhibitors as described previously (2). Protein concentrations were determined using  
84 the Pierce BCA Protein Assay. Lysates were separated by SDS-PAGE on mini PROTEAN TGX gels (BioRad) and transferred  
85 to nitrocellulose membranes (Amersham) at 60V for 1 hour. Ponceau Red staining verified transfer uniformity, and membranes  
86 were cut into strips based on marker protein standards. Strips were washed three times with Tris-buffered saline-Tween  
87 20 (TBST), rocking for 5 minutes at room temperature, blocked with BioRad Every Blot Blocking Buffer for 5 minutes,  
88 and incubated with primary antibodies overnight at 4°C with rocking. Strips were washed three times with Tris-buffered  
89 saline-Tween 20 (TBST), rocking for 5 minutes at room temperature, before and after incubation of secondary antibody, which  
90 was for 1-1.5 hour at room temperature with rocking. Chemiluminescence was detected using SuperSignal West Pico Plus  
91 (ThermoFisher) and visualized using Protein Simple FluorChemE.

92 **Chromatin Immunoprecipitation (ChIP) Assays.** IECs were suspended in PBS and crosslinked with 1% formaldehyde for 10  
93 minutes at room temperature, followed by quenching with glycine for 5 minutes. Cells were lysed in ChIP sonication lysis  
94 buffer with protease inhibitors (Cell Signaling, cat. 7012) and sonicated using a Bioruptor (Diagenode) to produce chromatin  
95 fragments between 200 and 700 bp. Immunoprecipitations were performed overnight at 4°C with Ciita, anti-Histone H3  
96 (tri-methyl K4), or anti-trimethyl-Histone H3 (Lys27) antibodies. Protein G magnetic beads were added, and chromatin was  
97 eluted with 1X ChIP elution buffer (Cell Signaling, cat. 7009), followed by cross-link reversal with 5M NaCl and Proteinase K.  
98 DNA was purified using spin columns and stored at -20°C for further analysis (2, 6).

99 **Microbiome Analysis and ELISA Assays.** Fecal samples were collected and stored at -80°C. After thawing, samples were weighed  
100 then homogenized in cold PBS with protease inhibitors to equal concentrations. Protein concentrations of fecal lysates were  
101 determined using the Pierce BCA Protein Assay. IgA, IgG, calprotectin, and lipocalin-2 were quantified by ELISA (Fortis,  
102 Abcam, R&D systems) according to the manufacturers' protocols. Microbial taxa were identified by 16S rRNA sequencing  
103 (CosmosID).

104 **Other Assay Methods.** For immunofluorescence, duodenal tissues from *WT* and *KO* mice were collected, washed with cold PBS,  
105 fixed with 10% formalin for 24 h at room temperature, and embedded in paraffin. Sections were cut to 5  $\mu$ m thickness and  
106 mounted. Sections were developed with rabbit MHCII primary antibody (1:100), followed by the addition of an IgG Alexa 594  
107 conjugate antibody (Molecular Probes, Eugene, OR). Nuclear counterstaining was performed with 4,6-diamidino-2-phenylindole  
108 (DAPI) (Invitrogen). Samples were imaged with an Olympus VS200 whole-slide scanner. Nuclear extractions of IECs, using  
109 EpiQuick Nuclear Extraction Kit (Epigentek, cat. OP-0002), were used for measuring the HDAC3 activity (BioVision, cat.  
110 K331-100) via SpectraMax M5 spectrophotometer (Molecular Devices). Labile intracellular zinc levels in IECs were assessed  
111 using FluoZin-3 with flow cytometry (FC) and spectrofluorimetry (2, 7). MHCII molecule expression on IECs was also  
112 determined using FC with labeled MHCII and EpCAM antibodies (5, 8). Zinc and manganese concentrations were measured by  
113 plasma microwave atomic emission spectroscopy (Agilent 4210). The immunohistochemistry was carried out on 5  $\mu$ m sections  
114 of intestine tissue, incubated with rabbit H2-Aa (1:200) and H2-Ab1 (1:200), followed by hematoxylin (Vector, Burlingame,  
115 CA) for visualization by light microscopy. Samples were imaged with an Olympus VS200 whole-slide scanner. Images were  
116 produced at the Pathology core of the University of Florida.

117 **Statistical Analysis.** All data are presented as means  $\pm$  SE of biological replicates. Organoid cultures from individual mice were  
118 considered as n=1. Statistical analyses were performed using GraphPad Prism 10. Student's t-test was used for two-genotype  
119 comparisons, and one-way ANOVA was applied for multiple comparisons. Wilcoxon rank tests were employed for fecal parameter  
120 analyses. P-values < 0.05 considered statistically significant.

121 **Bioinformatics.** 16S rRNA sequencing data and downstream analyses were performed at the University of Florida Bioinformatics  
122 Core.

123 **Antibodies.** The following antibodies were used for flow cytometry: APC anti-mouse CD45 (BioLegend, cat. 103112), FITC  
124 anti-mouse CD31 (BioLegend, cat. 102406), PE/Cyanine7 anti-mouse TER-119 (BioLegend, cat. 116222), and PE anti-mouse  
125 CD326 (EpCAM) (Thermo Fisher, cat. 12-5791-83). For immunofluorescence: MHC Class II (I-A/I-E) (Thermo Fisher,  
126 cat. 14-5321-82). Western blot antibodies included Zip14, MHC Class II (H2-Aa) (Thermo Fisher, cat. PA5-116820), and  
127 anti-H2-Ab1 (MyBioSource, cat. MBS9143467).

128 **Primers/Probes.** The primers and probes used in the present study were designed by OriGene: EpCam (MP217790), Cd31  
129 (MP211049), Il6 (MP206798), Zip14 (2,6), Crb3 (MP202987), Fabp6 (MP204656), Cfi (MP202883), H2-DMb1 (MP206139),  
130 H2-Aa (MP206133), H2-Ab1 (MP206134), Cd74 (MP201948), and H2-Eb1 (MP206136). The *Ciita* primers were designed  
131 using NCBI Primer3 software:  
132 *Ciita*-205: 5'-TGCAGGCGACCAGGAGAGACA-3', 5'-GAAGCTGGGCACCTCAAAGAT-3';  
133 *Ciita*-206: 5'-GAGACGCTCAACTTGTCCCA-3', 5'-AGGCTCTTGGCTCCTTTGTC-3';  
134 *Ciita*-201: 5'-CAAGCTGTTGCAGGACATGG-3', 5'-CCTCTGCTCCAATGTGCTCT-3'; and  
135 *Ciita*-203: 5'-GGGAGGCCTATGCCAACATT-3', 5'-CAAAGCCTTCCTCTGCTCCA-3'.  
136 For the ChIP assay, the primers were:  
137 *chip\_mH2-Aa\_F*: 5'-AGGTGGATCATCTCACAATTTGG-3',  
138 *chip\_mH2-Aa\_R*: 5'-GCTTGCATGCATCATGAGTTAGC-3';  
139 *chip\_mH2-Ab1\_F*: 5'-AGGCAGAGGCTGCAGATTATTG-3', and  
140 *chip\_mH2-Ab1\_R*: 5'-AGCAGACAAACATGGCCATTC-3'.

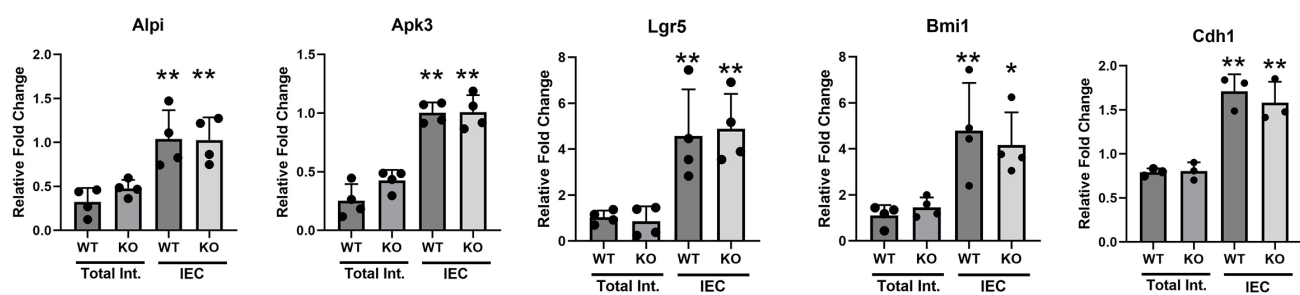

**Fig. S1.** qPCR of enterocyte-specific transcripts in *WT* and *KO* purified IECs compared to total intestine. ANOVA \* $P < 0.05$ , \*\* $P < 0.01$

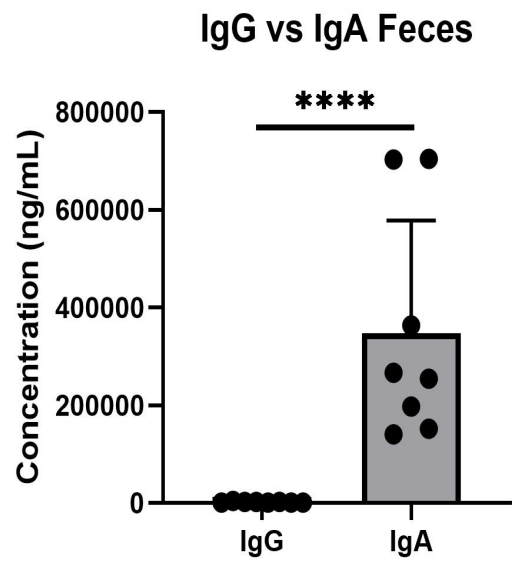

Fig. S2. Ratio of IgG to IgA concentrations from combined *WT* and *KO* mice feces.

**A.**

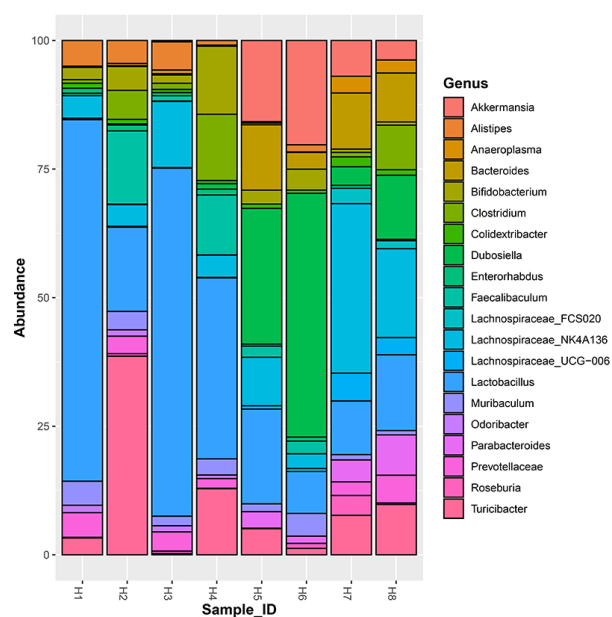

**B.**

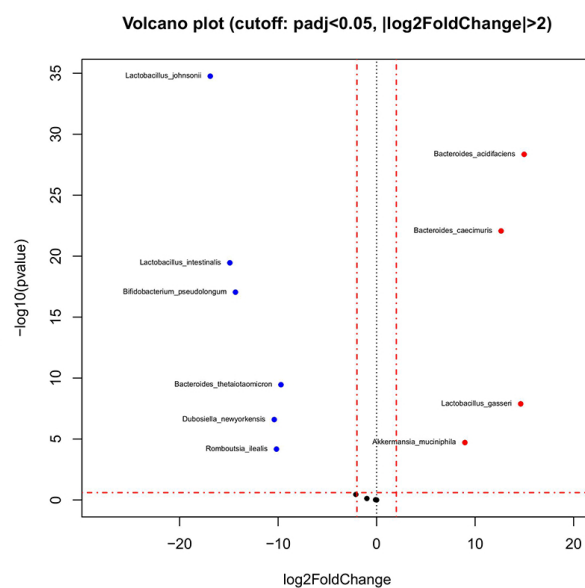

**C.**

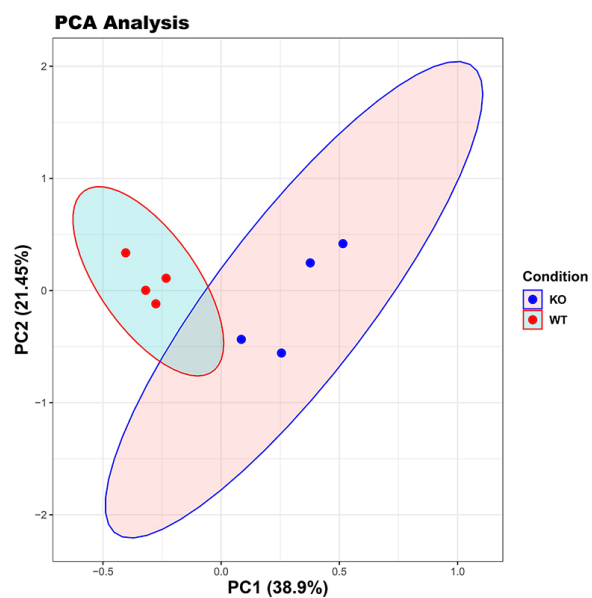

**Fig. S3.** A. Plot of 16S-rRNA sequencing of microbiota taxa from feces of *WT* and *KO* mice. B. Volcano plot. C. Principal component analysis.

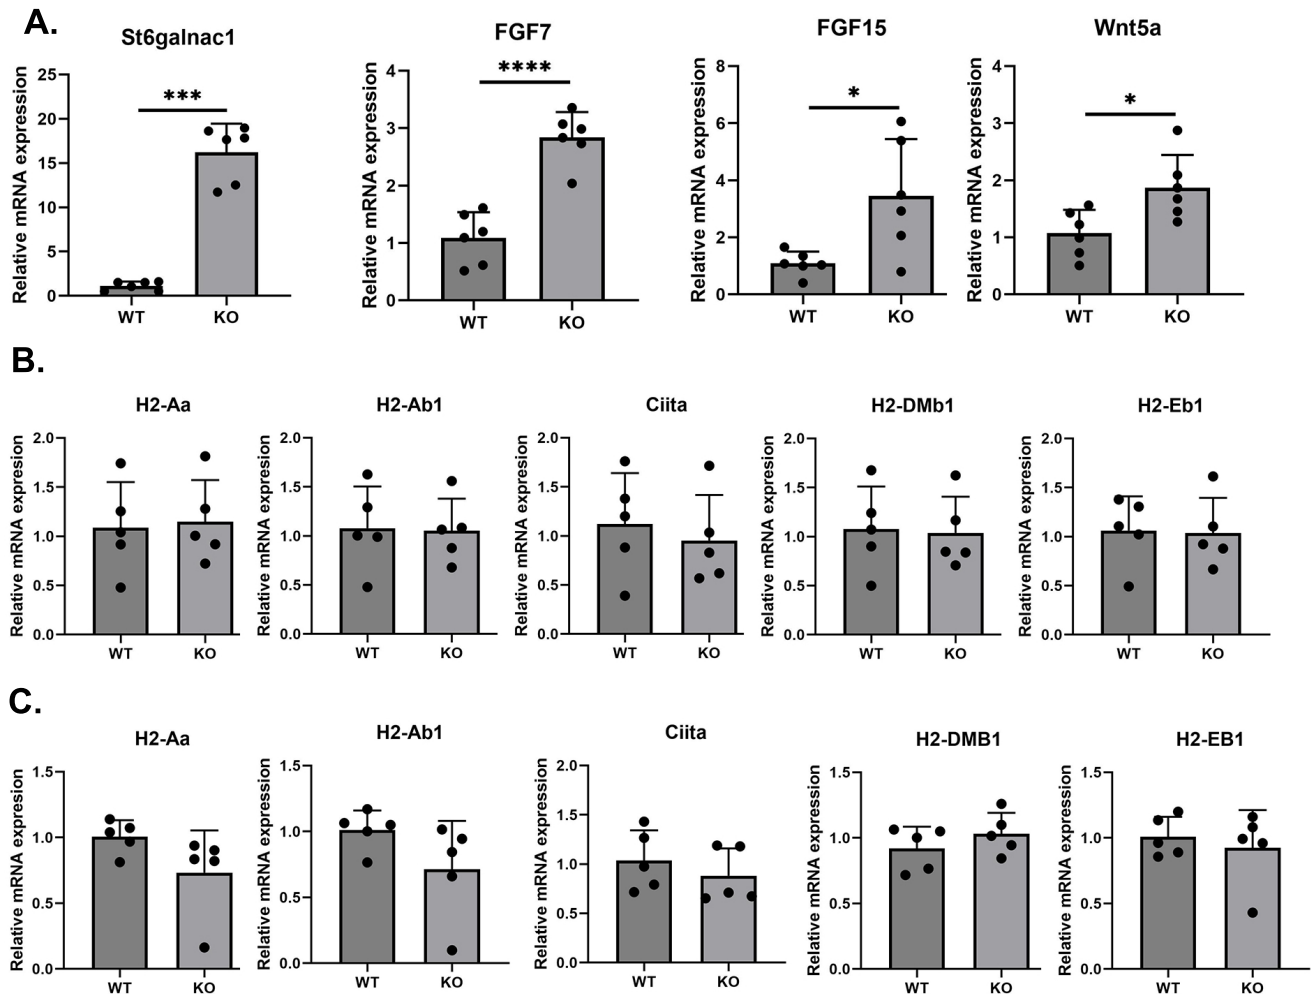

**Fig. S4.** Confirmation by qPCR assay of transcripts. *A.* Some upregulated genes obtained by RNA-seq relevant to intestinal homeostasis that are not shown in Fig.1*B* with RNA from purified IECs of small intestine from *WT* and *KO* mice. *B.* MHCII genes from spleen of *WT* and *KO* mice. *C.* MHCII genes from lymph nodes of *WT* and *KO* mice. \*  $P < 0.05$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$

**A.**

**WT**

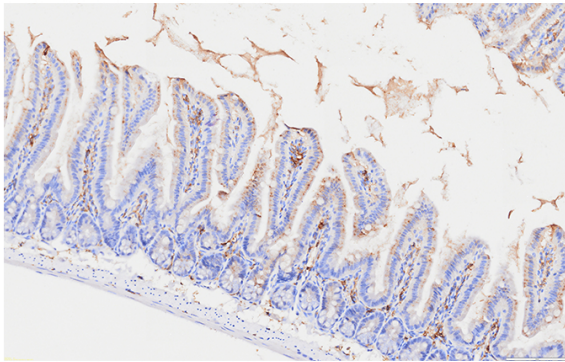

**KO**

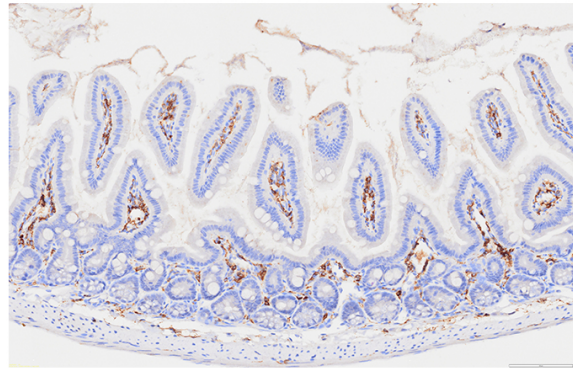

**B.**

**WT**

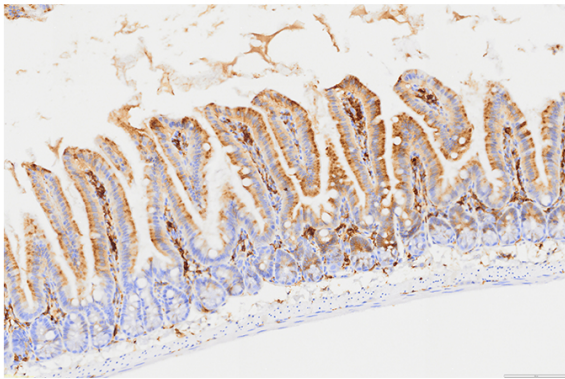

**KO**

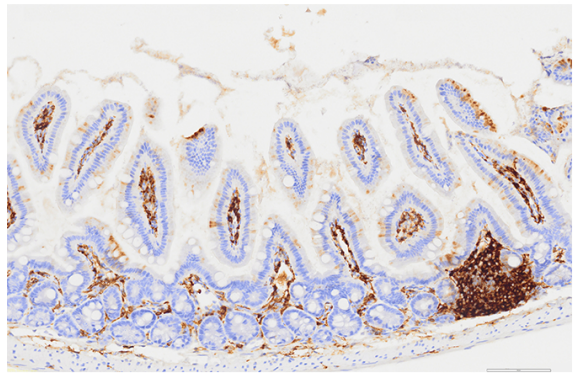

**Fig. S5.** Immunohistochemistry of H2-Aa (A) and H2-Ab1 (B) in small intestine from *WT* and *KO* mice showing expression of these MHCII protein levels in enterocytes. Staining is with hematoxylin (blue) and H2-Aa and H2-Ab1 antibodies (red).

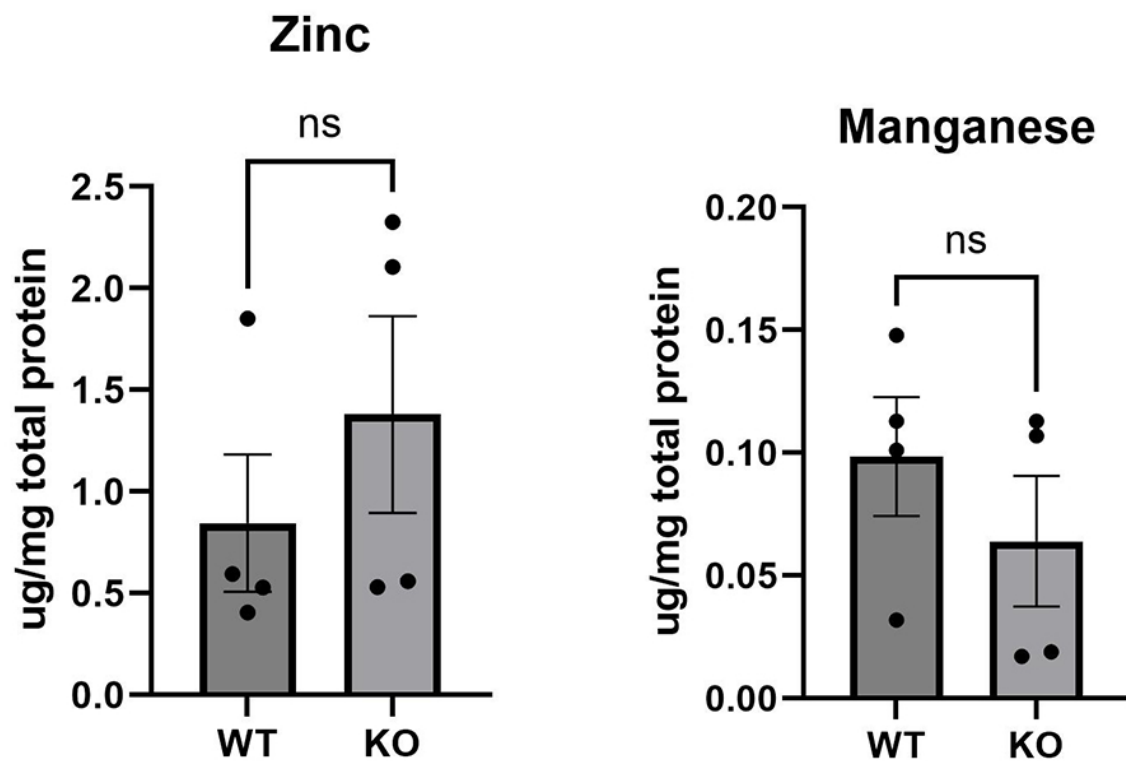

Fig. S6. Zn and Mn concentrations of purified IECs from *WT* and *KO* mice as measured by microwave plasma atomic emission spectroscopy.

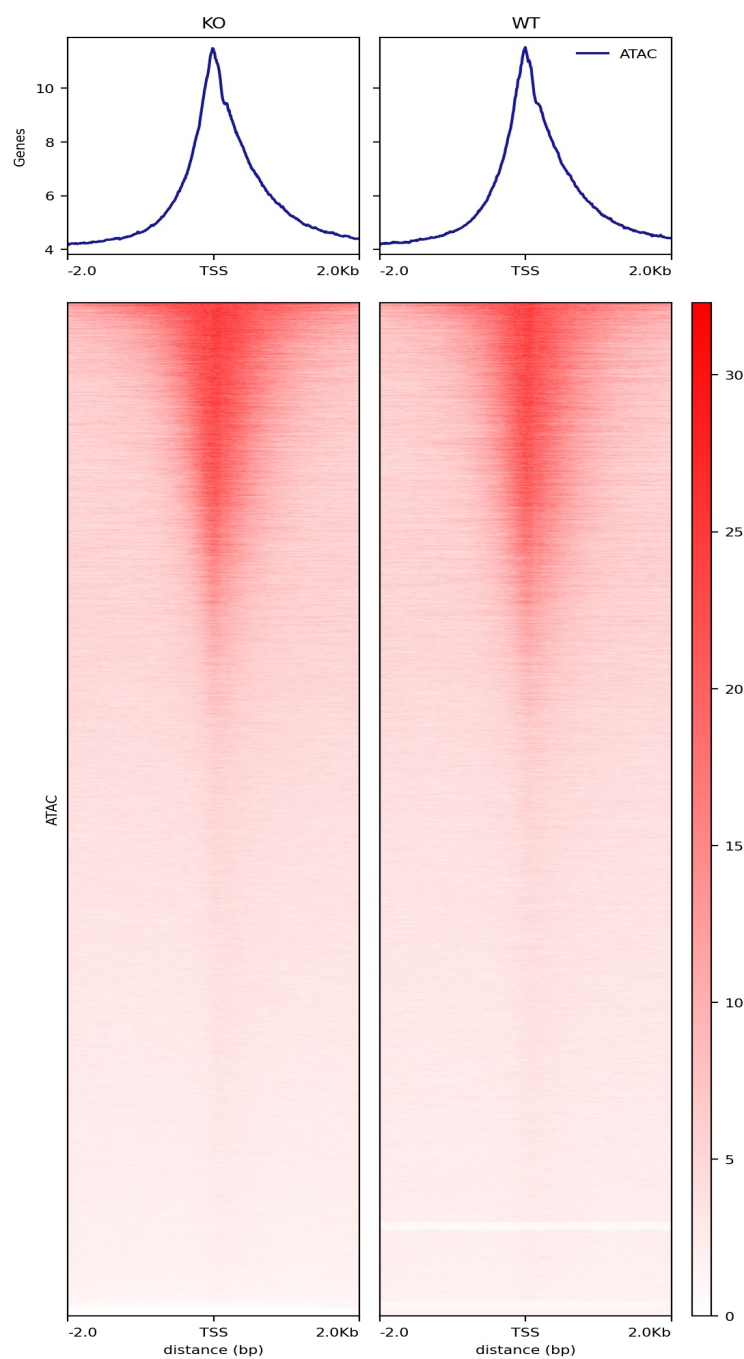

**Fig. S7.** Heat map showing distribution of closed chromatin from ATAC-seq data set.

# PCA of rlog-transformed data

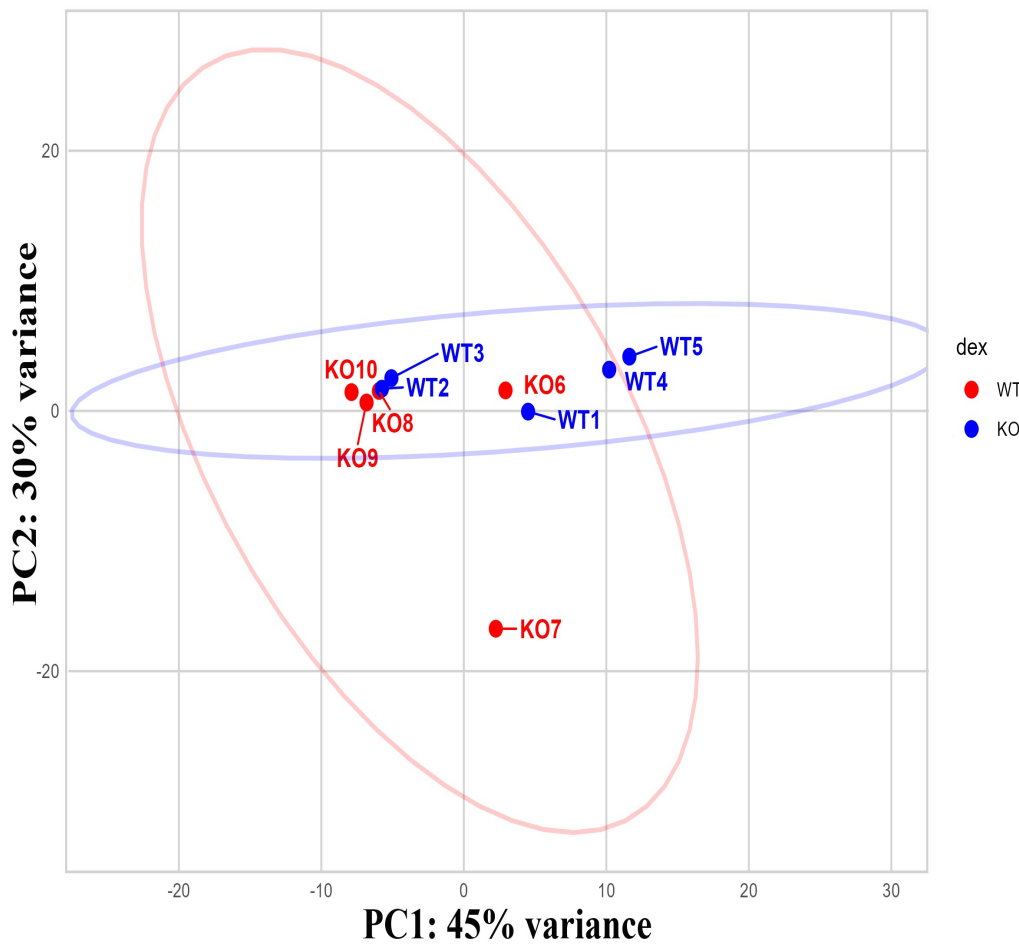

**Fig. S8.** ATAC-sequencing data set showing PCA and global analysis of all open chromatin from *WT* and *KO* mice.

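Over the 500 most variable peaks of the rlog values, the first principal component held 46.8% of the variance and did not separate the genotypes (exact two-sided permutation test, p = 0.214). WT4 and WT5 scored 14.8 and 15.9 on it, WT1 scored 1.87, and WT2 and WT3 scored -6.48 and -5.89. KO6 scored 5.33, KO7 -2.36, KO8 -6.00, KO9 -8.03 and KO10 -9.15. The second component held 19.7%, with KO7 at 15.6 and the other mice between -4.40 and 4.44. Of the 500 peaks, 95 lie at the start of chromosome 14 (GRCm38.p6, 3208493 to 7568566), which holds 0.666% of the tested peaks.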

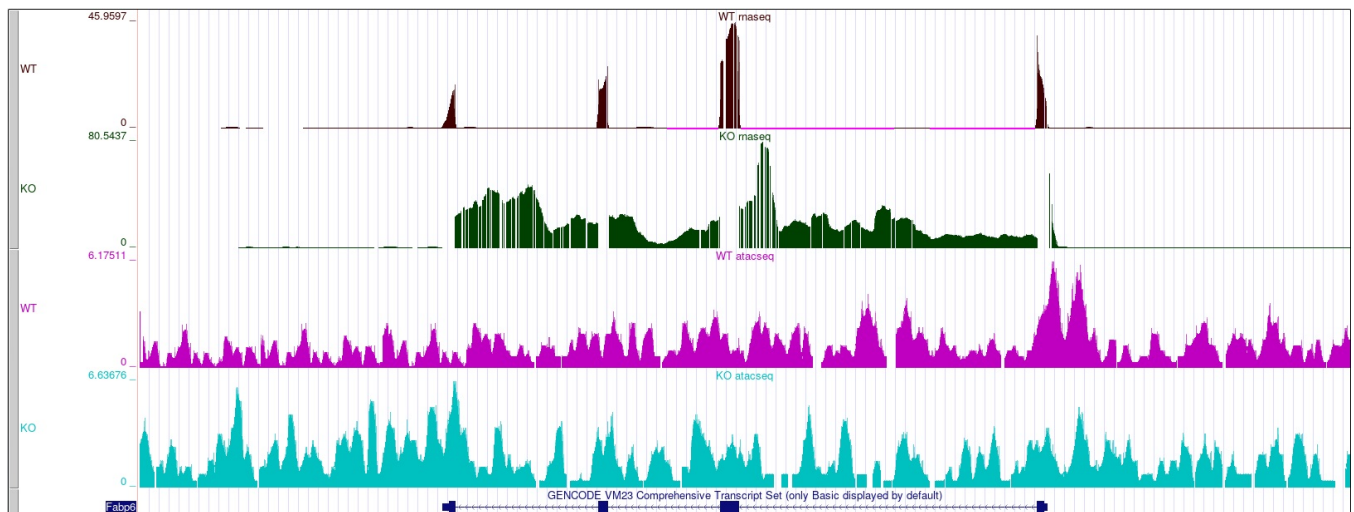

**Fig. S9.** Peak density of *Fbp6* promoter. Control example for up-regulated gene.

**Table S1. Complete list of microbial species from 16S-rRNA-sequencing from feces of *WT* and *KO* mice that have significant changes expressed as *KO/WT* values ( $P < 0.05$ ).**

|                                                                                                             | baseMean    | log2FoldChange | lfcSE    | stat      | pvalue   | padj     |
|-------------------------------------------------------------------------------------------------------------|-------------|----------------|----------|-----------|----------|----------|
| Bacteria_Firmicutes_Bacilli_Lactobacillales_Lactobacillaceae_Lactobacillus_johnsonii                        | 12258.88817 | -16.8901       | 1.358515 | -12.4328  | 1.74E-35 | 2.43E-34 |
| Bacteria_Bacteroidota_Bacteroidia_Bacteroidales_Bacteroidaceae_Bacteroides_acidifaciens                     | 2710.371107 | 14.98104       | 1.338559 | 11.19192  | 4.47E-29 | 3.13E-28 |
| Bacteria_Bacteroidota_Bacteroidia_Bacteroidales_Bacteroidaceae_Bacteroides_caecimuris                       | 534.3657531 | 12.63846       | 1.28607  | 9.827199  | 8.60E-23 | 4.01E-22 |
| Bacteria_Firmicutes_Bacilli_Lactobacillales_Lactobacillaceae_Lactobacillus_intestinalis                     | 3088.595044 | -14.9013       | 1.61948  | -9.20128  | 3.54E-20 | 1.24E-19 |
| Bacteria_Actinobacteriota_Actinobacteria_Bifidobacteriales_Bifidobacteriaceae_Bifidobacterium_pseudolongum  | 2083.154935 | -14.3331       | 1.669364 | -8.58595  | 9.01E-18 | 2.52E-17 |
| Bacteria_Bacteroidota_Bacteroidia_Bacteroidales_Bacteroidaceae_Bacteroides_thetaiotaomicron                 | 84.66150678 | -9.71085       | 1.547634 | -6.27464  | 3.50E-10 | 8.18E-10 |
| Bacteria_Firmicutes_Bacilli_Lactobacillales_Lactobacillaceae_Lactobacillus_gasseri                          | 2124.658248 | 14.6297        | 2.573323 | 5.685138  | 1.31E-08 | 2.61E-08 |
| Bacteria_Firmicutes_Bacilli_Erysipelotrichales_Erysipelotrichaceae_Dubosiella_newyorkensis                  | 135.6989421 | -10.3928       | 2.015951 | -5.15529  | 2.53E-07 | 4.43E-07 |
| Bacteria_Verrucomicrobiota_Verrucomicrobiae_Verrucomicrobiales_Akkermansia_muciniphila                      | 7090.327894 | 8.965318       | 2.099093 | 4.271044  | 1.95E-05 | 3.03E-05 |
| Bacteria_Firmicutes_Clostridia_Peptostreptococcales-Tissierellales_Peptostreptococcaceae_Romboutsia_ilealis | 116.14864   | -10.1677       | 2.551071 | -3.98567  | 6.73E-05 | 9.42E-05 |
| Bacteria_Firmicutes_Bacilli_Erysipelotrichales_Erysipelotrichaceae_Faecalibaculum_rodentium                 | 3778.286141 | -2.10986       | 2.269672 | -0.92959  | 0.352585 | 0.448744 |
| Bacteria_Firmicutes_Clostridia_Lachnospirales_Lachnospiraceae_Lachnospiraceae_NK4A136_group_bacterium       | 52.46345367 | -0.98818       | 3.219205 | -0.30696  | 0.758871 | 0.885349 |
| Bacteria_Actinobacteriota_Actinobacteria_Bifidobacteriales_Bifidobacteriaceae_Bifidobacterium_choerinum     | 1345.150226 | -0.10294       | 1.922765 | -0.05354  | 0.957303 | 0.999998 |
| Bacteria_Firmicutes_Bacilli_Lactobacillales_Lactobacillaceae_Lactobacillus_reuteri                          | 4171.895247 | -6.70E-07      | 0.333784 | -2.01E-06 | 0.999998 | 0.999998 |
| Bacteria_Firmicutes_Bacilli_Lactobacillales_Lactobacillaceae_Lactobacillus_murinus                          | 1357.573492 | 0.178311       | 1.733514 | 0.102861  | NA       | NA       |
| Bacteria_Firmicutes_Clostridia_Lachnospirales_Lachnospiraceae_Blautia_hansenii                              | 191.3634122 | 11.15755       | 1.871205 | 5.962765  | NA       | NA       |

**Table S2. Complete list of differentially expressed transcripts from RNA-sequencing of purified intestinal epithelial cells from *WT* and *KO* mice. Fold change  $\pm 2.0$  ( $P < 0.05$ ).**

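Table S2 gives, per gene, an Ensembl ID, a symbol, the mean normalized RNA-seq count and the log2 fold change of KO against WT mice. In the text of the supplement, 302 genes were read, 153 higher and 149 lower in KO mice by the paper's values. The paper's text gives 226 up-regulated and 192 down-regulated transcripts, so the genes read are fewer than the paper reports. In 55 of the IDs the number was printed with a different count of zeros and was brought to the Ensembl length. Of the 302 genes, 267 had a peak in the ATAC-seq counts.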

## References

1. TB Aydemir, et al., Zinc transporter zip14 functions in hepatic zinc, iron and glucose homeostasis during the innate immune response (endotoxemia). *PLoS One* **7**, e48679 (2012).
2. FR Jimenez-Rondan, et al., Enterocyte-specific deletion of metal transporter zip14 (slc39a14) alters intestinal homeostasis through epigenetic mechanisms. *Am J Physiol Gastrointest Liver Physiol* **324**, G159–g176 (2023).
3. E Aughey, L Grant, BL Furman, WF Dryden, The effects of oral zinc supplementation in the mouse. *J. Comp. Pathol.* **87**, 1–14 (1977).
4. EL Collins, et al., Inhibition of SOCS1 Lethal Autoinflammatory Disease Correlated to Enhanced Peripheral Foxp3+ Regulatory T Cell Homeostasis. *The J. Immunol.* **187**, 2666–2676 (2011).
5. Y Ge, M Zadeh, M Mohamadzadeh, Dissociation and flow cytometric isolation of murine intestinal epithelial cells for multi-omic profiling. *STAR Protoc.* **4**, 101936 (2023).
6. J Kim, et al., Deletion of metal transporter zip14 (slc39a14) produces skeletal muscle wasting, endotoxemia, mef2c activation and induction of mir-675 and hspb7. *Sci Rep* **10**, 4050 (2020).
7. H Haase, S Hebel, G Engelhardt, L Rink, Flow cytometric measurement of labile zinc in peripheral blood mononuclear cells. *Anal. Biochem.* **352**, 222–230 (2006).
8. EM Eshleman, et al., Intestinal epithelial hdac3 and mhc class ii coordinate microbiota-specific immunity. *J Clin Invest* **133** (2023).

How the deposited data were processed for this re-analysis (not part of the article)

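ATAC-seq counts of purified IECs from 5 WT and 5 Zip14 KO mice were analysed. Genotype and mouse number were taken from the sample labels. Files of the other experiments of the paper were not used here.

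The authors sequenced 75 bp paired-end reads and deposited raw counts per peak, without normalization, for 1 peak set common to all mice. They also deposited a normalized signal for each mouse, which is the count divided by 1 factor per mouse. These factors equal DESeq2's median-of-ratios size factors to within 2.4e-05. The paper's text does not name the aligner, the peak caller or the test used on peaks, or say how duplicate reads and the transposase offset were handled, so their effect on the counts is unknown. Its statistics section names Student's test for comparisons of genotypes in general, with a threshold of 0.05, and does not mention peaks. The paper's text does not name the rule that assigned peaks to genes, and a gene's sum of peaks depends on it.

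The raw counts were used for all tests. Peaks passed edgeR's filterByExpr by genotype (81022 of 246479), were normalized by TMM and were tested with edgeR 4.0.16 (glmQLFit, glmQLFTest) under R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment. Tables were built with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. Single values per mouse were compared by exact permutation over all labelings of the mice, with a smallest two-sided p of 0.00794. Log2 CPM used a prior count of 2. Models were also refitted on 60 of the 126 splits of the mice into groups of 5, drawn at random with the real one included. The share of variance between genotypes is PERMANOVA on Euclidean distances. Correlations across genes used 100000 resamples.

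The fit was tested on simulated counts drawn from the means and dispersions of the real peaks. Of 200 peaks changed 4-fold, 178 passed the filter and 176 were recovered at an adjusted p under 0.05. Of 200 changed 2-fold, 179 passed and 96 were recovered, with 12 false calls among 77094 tested. A change of 2-fold in a single peak was therefore recovered in 53.6% of cases at this depth and number of mice.

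The design set before the data were examined took the promoter peak of each gene, the Ciita and Fabp6 peaks by their distance to the TSS, and the share of counts in promoters. The distance of a peak to the TSS was not used here, so the summed counts of all peaks of a gene ID were taken in place of the promoter peak, and the other 3 were left out. Genes were named by a rule also set then: every gene the paper names for these genotypes, and the 5 peaks of lowest p in each direction past an adjusted p of 0.05 whose KO values all lie on one side of the WT values. With 0 peaks past an adjusted p of 0.05, and 12978 at an unadjusted p under 0.05, no peak was named by the latter part. Of 22 named genes, 16 were paired with an ID through Table S2 and 13 had a peak. Chromosome positions are those of RefSeq genes on GRCm38.p6, matched by symbol, and the order of peaks was inferred from the running number implied by the order of the entries. Genes and peaks outside the rule were chosen after their values were seen.

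Alternatives were DESeq2 1.42.0, total counts without TMM factors, loess offsets with a span of 0.3, no filter on low counts, at least 10 counts in every mouse, autosomes only, 1 surrogate variable (sva 3.50.0), a change of at least 2-fold, a prior count of 0.5, the 500 most variable peaks, and leaving out each mouse. Alternatives added after seeing the data were summed counts per gene for the counts of peaks, and the peak of highest mean count per gene.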

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

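The tests in this part were chosen after the result was seen, except that of the Igkv genes. Each of 19 measures was examined in both genotypes, 38 groups of 5 mice in all, for a mouse whose gap to its nearest neighbour exceeded 0.71 of the range of its group. Chance gives such a gap in about 1 of 20 groups, and 1 group had one here.

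H2-DMb1 had a log2 CPM of 2.53 in WT2, while the other WT mice were between 3.38 and 3.57. WT2 had 27 counts where 51.9 were expected at the rate of the other WT mice, and the chance of as few from counting alone is 0.000107 (Poisson), although mice of one genotype vary by more than counting noise. Sampling of a low count alone is therefore a poor explanation. WT2 also had the lowest value of the WT mice in 4 of the other 5 MHCII genes, so lower counts of the whole MHCII set in WT2 remain a candidate explanation. No condition in the design separates WT2 from the other WT mice, so no biological explanation was tested.

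In KO7, 14 peaks were over 10-fold above every other mouse with at least 50 normalized counts, and the other 9 mice had 0 such peaks each. The paper does not report on these peaks. A noisy library of KO7 would spread them over the genome, but 71.4% of them, 10 peaks, lie within 100 peaks of the 4 Ighv genes of Table S2 that have a peak. The highest of these 10 had 3733 normalized counts in KO7, and no other mouse exceeded 47.6 in them. Near the 2 Igkv genes of Table S2 that have a peak, 2 further peaks rose in KO7. Cells with a rearranged immunoglobulin heavy chain locus in the KO7 preparation may be the source. Genotype was not tested, because the peaks were picked for being high in KO7 alone.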

How the results depend on the processing

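The alternatives were set before the data were examined, except summed counts per gene and the peak of highest mean, which were chosen after seeing the data, as were all alternatives of the count of genes. For each result that changed, the cause was not tested. No paired analysis was possible because the WT and KO mice share no replicate numbers. Not run were the promoter share of counts, the Ciita peak of Fig. 4E, the Fabp6 peak of Fig. S9 and the choice of 1 promoter peak per gene, which need peak positions that were not used here.

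The count of peaks past an adjusted p of 0.05 was 0, with 12978 at an unadjusted p under 0.05. It was 518 with DESeq2, 394 without a filter on low counts, 859 with at least 10 counts in every mouse, 5 with 1 surrogate variable and 1434 genes with summed counts per gene. It was 0 with total counts only, loess offsets and autosomes only. A required change of at least 2-fold cannot raise a count of 0, so it tests nothing here. It ranged from 0 to 1880 across the 10 fits that each left out a mouse, the highest without WT2. The 5 peaks with 1 surrogate variable, named after their values were seen, belong to ENSMUSG00000034801, ENSMUSG00000095583, ENSMUSG00000093894, ENSMUSG00000095589 and ENSMUSG00000096074, and the latter 4 had between 1419 and 2140 counts in KO7 and at most 37 in any other mouse.

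At an unadjusted p under 0.05 there were 34109 peaks without a filter, 8355 with at least 10 counts in every mouse and 1409 with a change of at least 2-fold. The share of these peaks that were lower in KO mice was 35.3%. It passed 50% with total counts only (51.8%) and without a filter (51.2%), and was 41.0% with loess offsets, 33.2% with at least 10 counts in every mouse, 33.7% with 1 surrogate variable and 42.8% with summed counts. It ranged from 32.1% to 38.2% with a mouse left out.

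The share of variance between genotypes lost its exact permutation p under 0.05 with the 500 most variable peaks of log2 CPM (13.4%, p = 0.270) and of rlog values (16.3%, p = 0.198). It kept it with total counts only, with loess offsets and with each mouse left out.

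The difference of the MHCII set, -0.041, was 0.074 with the peak of highest mean and ranged from -0.15 to 0.058 with a mouse left out, above 0 without WT5 and without KO8. Pearson's r of the ATAC-seq and RNA-seq fold changes, 0.091, passed the threshold with the peak of highest mean (0.137, permutation p = 0.0472) and with 1 surrogate variable (0.195). It ranged from -0.017 (without KO6) to 0.142 (without KO8, permutation p = 0.0286), and Spearman's rho from -0.029 to 0.044. The count of genes past an adjusted p of 0.05 was 893 with total counts only, 290 with loess offsets, 32 with 1 surrogate variable, 2148 with DESeq2 and from 0 to 3311 with a mouse left out.

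Of 327 values of 21 single genes and peaks under alternatives, 297 kept their direction and their side of an adjusted p of 0.05, and 30 reversed direction. The alternatives for the peaks of H2-DMb1, and for single peaks those on the filter and on autosomes, were added after seeing the data. With loess offsets the reversed log2 fold changes were 0.039 for Ciita, 0.059 for H2-T27, -0.079 for Wnt5a, 0.026 for Ciita peak 2 and -0.029 for Ciita peak 6. With 1 surrogate variable they were 0.014 for Cd74 and -0.089 for Ciita peak 8, which was -0.048 with total counts only. Without a filter they were -0.015 for Ciita peak 6 and -0.16 for Ciita peak 8. The other tested peaks of Ciita also fell without a filter. Peak 1 went from -0.40 to -0.57, peak 2 from -0.047 to -0.21 and peak 7 from 0.18 to 0.016. The reversals of peaks 6 and 8 are thus part of a shift common to the tested peaks of Ciita. With the peak of highest mean the reversed log2 fold changes were 0.20 for H2-DMb1 and 0.026 for Cd74. With a mouse left out the ranges that crossed 0 were -0.033 to 0.15 for H2-Ab1, -0.40 to 0.092 for Cd74, -0.15 to 0.055 for H2-T27, -0.039 to 0.14 for Wnt5a, -0.15 to 0.026 for Ciita peak 2 and -0.089 to 0.15 for Ciita peak 8.

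Depth limits single peaks. In simulated counts a 2-fold change in a peak was recovered in 53.6% of cases. For summed counts, a simulated log2 fold change of -0.5 was found at an unadjusted p under 0.05 in 100.0% of 200 simulations for Ciita, 93.0% for H2-Aa, 92.5% for H2-Ab1, 76.0% for H2-DMb1 and 52.0% for Cd74.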

Differences from the paper's values

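The second principal component of Fig. S8 holds about 30% of the variance by the paper's axis, and 19.7% was found over the 500 most variable peaks of the rlog values. With log2 CPM of the 500 most variable peaks it was 18.9%, so the alternative set before the data were examined did not close the gap.

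In Fig. 4C the paper gives a Pearson's r of about -0.01 over the genes plotted there, and 0.091 was found over the 234 tested genes of Table S2, a different set of genes. Of the alternatives set before the data were examined, the fit without KO6 gave -0.017 with the paper's sign and within its sampling error, and the others did not.

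In Fig. 4B, read by eye, H2-Aa lies at a log2 fold change of about -0.1 on the paper's axis, and 0.13 was found for the sum of its peaks. H2-Ab1 lies at about -0.1 in Fig. 4B by the paper's axis, and 0.057 was found. H2-Bl lies at about -0.1 in Fig. 4B by the paper's axis, and 0.33 was found. The standard errors were 0.13 for H2-Aa, 0.14 for H2-Ab1 and 0.22 for H2-Bl, so these gaps were not shown to exceed sampling error. The legend of Fig. 4B also speaks of specific regions, which are not the same measure as a sum of peaks. Of the alternatives set before the data were examined, the fits without WT2 and without KO10 gave -0.0024 and -0.033 for H2-Ab1, each within 1 standard error of its fit of the paper's value. For H2-Aa and H2-Bl these alternatives all gave a log2 fold change above 0, against the sign of the paper's value. The fit without KO6 gave 0.029 for H2-Aa, which is within 1 standard error of its fit of the paper's value but has the other sign.

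From PCA, the paper proposes that accessibility differed widely between the genotypes. Over the 500 most variable peaks of the rlog values, genotype accounted for 16.3% of the variance (exact permutation test, p = 0.198). Over all tested peaks it accounted for 19.4% (exact permutation test, p = 0.0159). Depth also differed between the genotypes, and these shares were not recomputed at equal depth.

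The paper states that the accessibility of Ciita was decreased. The sum of its peaks had a log2 fold change of -0.074 (adjusted p = 0.647 from edgeR), which is the paper's direction but not past the threshold, and it was 0.039 with loess offsets. The sign of so small a value depends on the scaling. Named genes with 1 peak shifted by about as much between the fits of sums and of peaks. The peak intensity of Fabp6 is stated to be increased, and the sum of its peaks had a log2 fold change of 0.29 (adjusted p = 0.355 from edgeR).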

Other observations

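The tests of loess offsets, of the splits for the excess in one direction, of deleted DNA, of segregating copy number, of a haplotype around Slc39a14 and of passenger DNA were chosen only after the result was seen.

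Of 60 splits of the mice into groups of 5, drawn from 126 with the real one included, 1 gave as many peaks at an unadjusted p under 0.05 as the genotypes, the real split itself, and the median was 3440.5. The split that exchanges WT2 and KO7 came close, with 12784 peaks against 12978, and it gave 1304 genes past an adjusted p of 0.05 and 611 peaks past an adjusted p of 0.05, where the real split gave 1434 and 0. For genes past an adjusted p of 0.05 from summed counts, 1 of 60 splits, the real one, gave as many. For peaks past an adjusted p of 0.05, all 60 of 60 splits gave at least the 0 of the real split, which that count fixes in advance, and 12 of them gave more than 0.

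More peaks were higher than lower in KO mice at an unadjusted p under 0.05. The difference in depth between groups is no explanation of it, since 36.5% were lower after every mouse was thinned to the lowest total. The peak that takes a large share of the counts does not account for it under TMM normalization, since 35.1% were lower without that peak. TMM normalization already limits the weight of a single peak, so its removal tests little, and with total counts the removal was not tried. A loss of strong peaks and a gain of weak peaks in the KO libraries was tested with loess offsets, with which 41.0% were lower, so that trend does not account for the whole excess. The excess in one direction was 64.7% of the peaks, and 4 of 60 splits of the mice, the real one included, had one as large, up to 68.8%, with a median of 54.8%. The other 3 were WT1, WT2, WT3, WT5 and KO8, WT1, WT3, WT4, WT5 and KO7, and WT1, WT3, WT5, KO7 and KO8 against the rest. The last mixes WT and KO mice as evenly as groups of 5 allow, and it had 65.77%. A grouping that does not follow genotype can therefore give an excess as large, so the excess was not shown to follow genotype. No further technical explanation was tested, and total counts in place of TMM normalization put the share at 51.8%, so the excess depends on the scaling.

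The peak of ENSMUSG00000022094 with 0 counts in all KO mice was expected to have 45.1 counts in the KO mice at the WT rate. The chance of 0 counts from counting alone is 2.58e-20 (Poisson), although the peak was picked for its 0 counts, amplified reads are not independent and mice vary by more than counting noise. It was the 1 peak with 0 counts in all KO mice and at least 5 in each WT mouse, and 0 peaks showed the mirrored pattern. It lies in an interval with 0.345% of the peaks that also holds Slc39a14, so deleted DNA in the targeted gene may explain it. The other 7 peaks of the gene ID had log2 ratios of KO to WT mice between -0.41 and 0.59, so such a deletion would cover 1 of its 8 peaks. A sequence variant against the reference was not tested. With at least 1 count in each WT mouse, 24 peaks had 0 counts in all KO mice and 0 showed the mirrored pattern. The lower depth of the KO mice favours 0 counts in them at weak peaks, so this asymmetry does not bear on a deletion.

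At the start of chromosome 14 (3208493 to 7568566, 1381 peaks) the mice fell on separate levels. Per 10000 counts, the interval held 16.5 in WT1, 16.7 in WT4, 15.2 in WT5, 23.4 in KO6 and 19.8 in KO7, against 48.1 in WT2, 41.5 in WT3, 53.2 in KO8, 58.3 in KO9 and 57.0 in KO10. Library-wide quality or depth was tested with 1000 windows of as many tested peaks elsewhere, and 0 spread as much between the mice (highest ratio 2.26, against 3.70). The levels did not follow genotype (exact two-sided permutation test, p = 0.214). Of the RefSeq genes in the interval, 92.2% have a Gm symbol, 2.03 times the percentage on the rest of the chromosome, so reads shared between near-identical gene copies may contribute. Of the 136 peaks at least 2-fold apart between WT1, WT4, WT5, KO6 and KO7 and the other 5 mice, 81.6% lie in this interval, while the next split had 4 peaks. This restates the levels of the interval and does not favour copy number or a haplotype that segregates among the mice over shared reads, so these explanations cannot be told apart here. The order of the mice on the first principal component of the 500 most variable peaks does not rest on this interval alone, since without its peaks the Spearman's rho to the former order was 0.806.

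A peak of Pnp2 had 137, 244 and 224 normalized counts in WT1, WT4 and WT5 and between 18.5 and 35.2 in the other 7 mice (exact two-sided permutation test, p = 0.0556).

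WT4 and WT5 were apart from the other 8 mice by 84 peaks, and the next of the 45 pairs by 14. The depth of WT5 is no explanation of it, since 129.8% as many peaks (109) set the pair apart after thinning to the lowest total. The interval of chromosome 14 that holds Slc39a14 has 45.2 times its share of these peaks (13 of 84), so a haplotype around Slc39a14 that segregates among the mice may contribute. The design holds no condition that separates these mice, so no biological explanation other than this haplotype was tested.

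Of 281 placed genes of Table S2, 21 lie on chromosome 14 (exact Fisher test, odds ratio 1.66, p = 0.0320, adjusted p = 0.112 over the chromosomes). Passenger DNA around the targeted gene concerns this chromosome alone, where the unadjusted p is under 0.05. The test was chosen after the result was seen and covers fewer genes than the paper reports, so it cannot decide on passenger DNA. The genes of Table S2 on chromosome 14 did not lie closer to Slc39a14 than RefSeq genes of the chromosome drawn at random (one-sided permutation test, p = 0.987). Among them, 7 lie in the interval at the start of the chromosome, where reads shared between gene copies may contribute. On chromosome 17 there were 26 genes of Table S2 (odds ratio 2.24, adjusted p = 0.00738) and on the X chromosome 4 (odds ratio 0.272, adjusted p = 0.0249).

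Too few counts in the summed peaks of Ciita to see a change were tested by simulation. A 2-fold decrease was found at an unadjusted p under 0.05 in 100.0% of 200 simulations, and a log2 fold change of -0.1 in 20.0% of them. The summed counts can therefore show a 2-fold decrease of the sum, while a change of the sum as small as -0.1 would mostly be missed. A decrease confined to 1 peak is diluted in a sum. In H2-DMb1, peak 4 had a log2 fold change of -0.88 and the sum -0.17. Single peaks of Ciita were not simulated, so this test cannot exclude a decrease at 1 of them.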
